# Network Inference of Transcriptional Regulation in Germinating Low Phytic Acid Soybean Seeds

**DOI:** 10.3389/fpls.2021.708286

**Published:** 2021-08-31

**Authors:** Lindsay C. DeMers, Victor Raboy, Song Li, M. A. Saghai Maroof

**Keywords:** phytic acid, *myo*-inositol phosphate synthase, multidrug-resistance protein ABC transporter, seed germination, gene regulatory network, unsupervised machine learning, abscisic acid signaling, phosphate homeostasis

## Abstract

The low phytic acid (*lpa*) trait in soybeans can be conferred by loss-of-function mutations in genes encoding *myo*-inositol phosphate synthase and two epistatically interacting genes encoding multidrug-resistance protein ATP-binding cassette (ABC) transporters. However, perturbations in phytic acid biosynthesis are associated with poor seed vigor. Since the benefits of the *lpa* trait, in terms of end-use quality and sustainability, far outweigh the negatives associated with poor seed performance, a fuller understanding of the molecular basis behind the negatives will assist crop breeders and engineers in producing variates with *lpa* and better germination rate. The gene regulatory network (GRN) for developing low and normal phytic acid soybean seeds was previously constructed, with genes modulating a variety of processes pertinent to phytic acid metabolism and seed viability being identified. In this study, a comparative time series analysis of low and normal phytic acid soybeans was carried out to investigate the transcriptional regulatory elements governing the transitional dynamics from dry seed to germinated seed. GRNs were reverse engineered from time series transcriptomic data of three distinct genotypic subsets composed of *lpa* soybean lines and their normal phytic acid sibling lines. Using a robust unsupervised network inference scheme, putative regulatory interactions were inferred for each subset of genotypes. These interactions were further validated by published regulatory interactions found in *Arabidopsis thaliana* and motif sequence analysis. Results indicate that *lpa* seeds have increased sensitivity to stress, which could be due to changes in phytic acid levels, disrupted inositol phosphate signaling, disrupted phosphate ion (Pi) homeostasis, and altered *myo*-inositol metabolism. Putative regulatory interactions were identified for the latter two processes. Changes in abscisic acid (ABA) signaling candidate transcription factors (TFs) putatively regulating genes in this process were identified as well. Analysis of the GRNs reveal altered regulation in processes that may be affecting the germination of *lpa* soybean seeds. Therefore, this work contributes to the ongoing effort to elucidate molecular mechanisms underlying altered seed viability, germination and field emergence of *lpa* crops, understanding of which is necessary in order to mitigate these problems.

## Introduction

The development and commercialization of low phytic acid (*lpa*) crops could represent one approach to enhanced management of phosphorus (P) in animal agriculture and to addressing mineral deficiency in humans. Seed phytic acid [*myo*-inositol-(1,2,3,4,5,6)-hexa*kis*phosphate] represents about 75% of seed total P. In the intestinal tract of non-ruminant animals, seed-derived dietary phytic acid chelates divalent cations, and the resulting salts are excreted. This can contribute to mineral deficiencies in monogastric animals and leads to high levels of excreted phosphorus, which pollute water systems (Brown and Solomons, 1991; Ravindran et al., 1995; Weaver and Kannan, 2001; Bohn et al., 2008; Raboy, 2009a,b). *Lpa* barley, maize, rice, soybean, and wheat lines have been developed, and their seeds are shown to increase phosphorus availability in poultry and swine and reduce phosphorus pollution from the subsequent waste (Larson et al., 1998, 2000; Raboy et al., 2000; Wilcox et al., 2000; Hitz et al., 2002; Guttieri et al., 2004; Shi et al., 2007). Despite these advantages, *lpa* crops have not been commercialized, as they often exhibit poor seed and seedling vigor, low stress tolerance, and reduced germination and emergence rates (Meis et al., 2003; Oltmans et al., 2005; Bregitzer and Raboy, 2006; Raboy, 2007; Colombo et al., 2020). These undesirable traits represent downstream effects of perturbation of phytic acid synthesis/accumulation and/or the inositol phosphate pathways that it is part of, since they have fundamental roles in various developmental, metabolic, and signaling pathways critical to plant function (Raboy, 2009a). Therefore, a fuller understanding of the molecular basis behind these negatives will assist crop breeders and engineers in successfully handling them.

Some *lpa* crops, such as barley *lpa1-1* and common bean *lpa*-280-10, exhibit good seed emergence and yield, demonstrating that development of *lpa* crops without adverse agronomic effects is possible (Bregitzer and Raboy, 2006; Campion et al., 2009). Furthermore, selection within an *lpa* line might yield progeny with improved germination and field emergence (Oltmans et al., 2005). For example, a soybean *lpa* mutation termed TW-1 had reduced field emergence and reduced viability following seed storage; however, these negative effects were reduced in a single-plant derived line isolated in TW-1 progeny termed TW-1-M (Yuan et al., 2017; Yu et al., 2019). Limiting the wide-scale development of high performing *lpa* crops is a poor understanding of the molecular basis of seed phytic acid content in relation to seed vigor, i.e., the properties defining a seed’s potential performance during germination and emergence (Hampton and TeKrony, 1995). Previous studies with barley and soybean have investigated the effect of the *lpa* trait on developing seeds and found differences in energy metabolism and phytohormone signaling, as well as regulatory components that may be responsible for these variations (Bowen et al., 2007; Redekar et al., 2015, 2017). Transcriptomic and proteomic analyses of germinating seeds were used to understand the molecular basis of the improvement of field emergence and seed viability observed in the soybean mutant TW-1-M as compared with its parental line TW-1 (Yuan et al., 2017; Yu et al., 2019). These studies revealed changes in gene transcripts and proteins involved in energy metabolism, phytohormone pathways, oxidation-reduction processes, and stress responses (Yuan et al., 2017; Yu et al., 2019).

Because seed germination is recognized as the most vulnerable period in a plant’s life cycle (Rajjou et al., 2012), it is important to understand how the process of germination is regulated. During germination, seeds undergo a massive metabolic transition in order to prepare for seedling growth; this is a highly coordinated and complex process, involving regulatory control over cellular and metabolic events (Bewley, 1997; Bove et al., 2002; Fait et al., 2006; Rajjou et al., 2012). Primary factors found to mediate germination include metabolism, phytohormone signaling, signal transduction components, and notably, transcription factors (TFs; Howell et al., 2009; Rajjou et al., 2012; Bellieny-Rabelo et al., 2016). Thus, it is important to consider the influence of regulatory interactions between genes, as a systematic understanding of the processes governing germination can offer insights into seed and seedling vigor. Advancements in high-throughput technology, such as RNA sequencing (RNA-seq), enable the collection and analysis of genome-wide expression data at a systems level (van Dijk et al., 2014). These data can then be used to construct a gene regulatory network (GRN), a graphical or mathematical representation of the causal relationships between genes regulating cellular functions in an organism (Hecker et al., 2009; Li et al., 2015; Banf and Rhee, 2017). The GRN’s connections, representing interactions between genes, are established by implementing inference methods on transcriptomic data. Hence, inferred GRNs consist of computationally predicted directed interactions between TFs and target genes, making GRNs an effective tool for identifying key regulatory and target genes involved in specific biological processes (Krouk et al., 2013; Haque et al., 2019).

Previously, a GRN analysis was performed to understand how the *lpa* trait may be affecting seed vigor by comparing the transcriptomes of developing seeds in low and normal phytic acid soybeans (Redekar et al., 2017). Differences were found in metabolism, defense responses, phytohormone signaling, and candidate TFs putatively regulating some of these processes. However, to construct a more complete profile of low and normal phytic acid seed transcriptomes and to identify differences between their regulatory networks, this study examines RNA-seq data from germinating seeds of low and normal phytic acid soybeans and infers multiple GRNs. The findings offer new information on the transcriptional regulation of germinating *lpa* soybean seeds and the perturbed biological processes in *lpa* seeds that may be important to successful germination.

## Materials and Methods

### Genetic Material

In this study, eight experimental lines were used – *1mlpa*, 1MWT, *2mlpa*, 2MWT, 2MWT-L, 2MWT-N, *3mlpa*, and 3MWT (Table 1). The three *lpa* lines (*1mlpa*, *2mlpa*, and *3mlpa*) contain one, two, or three mutations, respectively, in genes functioning in the phytic acid pathway. These genes are MIPS1 (Glyma.11G238800), encoding *myo*-inositol-3-monophosphate synthase (MIPS), which catalyzes the first step in the pathway to phytic acid, and MRP-L (Glyma.19G169000) and MRP–N (Glyma.03G167800), encoding multidrug resistance-associated protein ATP-binding cassette (ABC) transporters (henceforth called MRPs), which transport phytic acid for storage (Saghai Maroof et al., 2009). The eight experimental lines represent three distinct subsets of genotypes. The first genotypic subset, designated as the “Mips” subset, contains the *lpa* line “*1mlpa*” (*mips1* mutation) and the normal phytic acid line “1MWT” (no mutation). These lines are isogenic and were developed from a cross between the normal phytic acid line “Essex” (no MIPS1 mutation) and the *lpa* line “V99-5089” (*mips1* mutation; Saghai Maroof and Buss, 2011). This *mips1* mutation conferring the *lpa* trait is the result of a point mutation on chromosome 11 (Saghai Maroof and Buss, 2011). The second genotypic subset, designated as “MRP,” contains four near isogenic lines, the *lpa* line “2mlpa” (*mrp-l* and *mrp-n* mutations) and three normal phytic acid lines, “2MWT” (no mutation), “2MWT-L” (*mrp-n* mutation only), and “2MWT-N” (*mrp-l* mutation only). These lines were developed from a cross between the *lpa* lines “CX-1834” (*mrp-1* and *mrp-n* mutations) and V99-5089 (no MRP mutation). The mutations conferring the *lpa* trait in *2mlpa* and CX-1834 are the result of point mutations in the epistatically interacting loci, MRP-L, and MRP-N, on chromosomes 19 and 3, respectively (Wilcox et al., 2000; Walker et al., 2006; Saghai Maroof et al., 2009). Lastly, the final genotypic subset, designated as “Mips-MRP,” is composed of the *lpa* line “*3mlpa*” (*mips1*, *mrp-1*, and *mrp-n* mutations) and the normal phytic acid line “3MWT” (no mutation). These lines were developed from a cross between CX-1834 and V99-5089. Seeds from all eight lines were harvested in 2017 from a field in Blacksburg, VA and stored at 4°C until experimentation.

**Table 1:** Characteristics and classification of parental and experimental soybean lines.

Soybean lines	Genotypic class subset	Genotype	Phytic acid	Emergence	Stachyose	Sucrose	Cross
V99-5089	-	*mips1*/MRP-L/MRP-N	Low	Low	Low	High	Parent
CX-1834	-	MIPS1/*mrp-l*/*mrp-n*	Low	Low	Normal	Normal	Parent
Essex	-	MIPS1/MRP-L/MRP-N	Normal	Normal	Normal	Normal	Parent
*1mlpa*	Mips	*mips1*/MRP-L/MRP-N	Low	Low	Low	High	Essex x V99-5089
1MWT	Mips	MIPS1/MRP-L/MRP-N	Normal	Normal	Normal	Normal	Essex x V99-5089
*2mlpa*	MRP	MIPS1/*mrp-l*/*mrp-n*	Low	Low	Normal	Normal	CX-1834 x V99-5089
2MWT	MRP	MIPS1/MRP-L/MRP-N	Normal	Normal	Normal	Normal	CX-1834 x V99-5089
2MWT-L	MRP	MIPS1/MRP-L/*mrp-n*	Normal	Normal	Normal	Normal	CX-1834 x V99-5089
2MWT-N	MRP	MIPS1/*mrp-l*/MRP-N	Normal	Normal	Normal	Normal	CX-1834 x V99-5089
*3mlpa*	Mips-MRP	*mips1*/*mrp-l*/*mrp-n*	Low	Low	Normal	Normal	V99-5089 X CX-1834
3MWT	Mips-MRP	MIPS1/MRP-L/MRP-N	Normal	Normal	Normal	Normal	V99-5089 X CX-1834

### Seed Germination and Sampling

Tissue from each line was sampled at three stages of seed germination in biological triplicate with 10 seeds per sample. The germination stages used were mature dry seeds (stage 1), 8 h imbibed seeds (stage 2), and germinated seeds (defined as radicle emergence; stage 3). For stage 1, seeds were ground to a fine powder using a P14 mill (Pulverisette 14, Fritsch) and stored at −80°C until use. Seeds for stages 2 and 3 were sterilized for 2 min with a 10% hypochlorite + Tris solution, washed in DI water three times for 5 min, and dried overnight. The seeds were then germinated on germination plates with filter paper and DI water in the dark at 29°C. Once the appropriate stage was reached, seed coats and radicles were removed, and the tissue was flash frozen with liquid nitrogen and stored at −80°C until use. The tissue from these stages was ground to powder with mortar, pestle, and liquid nitrogen. Total RNA from all stages was extracted using the RNeasy Plant Kit with on-column DNase digestion and RLC buffer (QIAGEN, Hilden, Germany). RNA quality was determined by UV spectrophotometry (260 nm, NanoDrop1000, Thermo Fischer Scientific, Waltham, MA, United States) and RNA integrity numbers (RIN; BioAnalyzer, Agilent Technologies, Santa Clara, CA, United States). Samples with a RIN value > 8.0 and 260/280 ratios > 2.0 were submitted to Novogene (Sacramento, CA, United States) for mRNA sequencing. A total of 72 samples (eight lines × three germination stages × three biological replicates) were sequenced with HiSeq4000 (Illumina, San Diego, CA, United States) to acquire 30 million, 150 PE reads per sample.

### Transcriptomics Data Processing and Differential Gene Expression

Raw reads were trimmed and filtered using Skewer (version 0.2.2) to remove adapter sequences and low-quality reads and bases (<Q30; Jiang et al., 2014). Using STAR (version 2.5.2b), the cleaned reads were aligned to “Williams82,” the well-annotated soybean reference genome (Wm82.a2.v1, downloaded from Phytozome; Schmutz et al., 2010; Dobin et al., 2013). Transcript abundances were calculated from the mapping results using featureCounts (version 1.5.1; Liao et al., 2014). These results were subsequently used for differential expression analysis with DESeq2 (version 1.22.2) in R (version 3.5.1; Love et al., 2014). Comparisons were made to identify differentially expressed genes (DEGs) between *lpa* and normal phytic acid lines at each stage within each subset of genotypes. DEGs were defined as those with false discovery rate (FDR)-adjusted value of *p* < 0.01, log_2_ fold change > |1.0|, and base mean > 10. The DEGs between *lpa* and normal phytic acid lines at each stage within each subset of genotypes can be found in Supplementary Table S1. The RNA-seq data from this study is available at the NCBI Gene Expression Omnibus (GEO) repository as GSE172018.

### Transcriptional Network Construction and Inference

For each subset of genotypes, gene expression levels were normalized for all genes using variance-stabilizing transformation in DESeq2 (Love et al., 2014). The normalized expression was averaged across the three replicates, and then the averaged expression of the DEGs was used for clustering. Clustering analysis for each genotypic subset was performed independently. DEGs from each subset were clustered using Gaussian-finite mixture modeling with the R package, mclust (version 5.4.2), and the best performing models were determined using Bayesian Information Criteria (BIC; Schwarz, 1978; Scrucca et al., 2016). For both the Mips and Mips-MRP genotypic subsets, nine clusters were found, and five clusters were found for the MRP genotypic subset. Gene ontology (GO) enrichment analysis was performed on each gene cluster using GO annotations obtained from Soybase (Grant et al., 2010). Significantly enriched GO categories were identified using Fisher’s exact test with FDR < 0.05 (Supplementary Table S2; Fisher, 1992). DEGs encoding TFs were annotated with the plant TFDB (Jin et al., 2017).

For this study, separate network inferences were performed on the three subsets of genotypes using a computational pipeline developed previously (Redekar et al., 2017; DeMers et al., 2020). The pipeline implements the module network approach (Segal et al., 2003), in which genes are clustered into co-expression modules (gene modules) and then gene regulation is inferred between TFs and gene modules. The pipeline also incorporates multiple inference methods for improved robustness. In the Mips subset, 489 differentially expressed TFs were identified. In the MRP subset, 24 differentially expressed TFs were identified, while 340 were identified in the Mips-MRP subset. These TFs were used as putative regulators of the gene co-expression modules. Gene expression was averaged for each module, and the values, along with the TF expression values, were used to build an expression matrix. This matrix was then used to infer putative regulatory interactions between TFs and modules by applying five distinct network inference algorithms: ARACNE, CLR, LARS, partial correlation, and Random Forest (Schafer and Strimmer, 2005; Margolin et al., 2006; Faith et al., 2007; Huynh-Thu et al., 2010; Haury et al., 2012). These algorithms represent the top-performing, unsupervised network inference methods, according to the DREAM5 challenge found in the benchmark paper by Marbach et al. (2012).

### Validation of Network Inferred Interactions

The interactions predicted by the five network inference methods were validated by comparison to published interactions observed in *Arabidopsis* using DAP-seq and motif sequence analysis. For validation against the published *Arabidopsis* interactions, each network inferred TF-module interaction was expanded to TF-gene interactions by matching the TF putatively regulating the module to all genes assigned to the module. The soybean TF-gene interactions were converted to homologous *Arabidopsis* interactions by identifying homologous *Arabidopsis* genes for soybean gene coding sequences. Using BLAST with an E-value threshold of 1e-5, the top *Arabidopsis* gene hit was selected. The resulting homologous *Arabidopsis* interactions were then compared to the published DAP-seq interactions to identify matches. For validation by motif sequence analysis, the motif discovery tool, MEME, from Meme Suite (version 5.0.4) was used to identify enriched motif sequences among the genes in each module using the 1,000 bps flanking those genes’ 5′ end. The enriched motif sequences were then compared to motif sequences found in *Arabidopsis* with DAP-seq by employing the TomTom tool from Meme Suite (version 5.0.4). This allowed for the identification of TFs that may recognize and bind the discovered motifs in each module. The identified TFs were then compared to the TFs predicted to be module regulators.

## Results

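Messenger RNA was sequenced from seeds of 8 soybean lines at 3 stages of germination, dry seeds (stage 1), seeds imbibed for 8 h (stage 2) and seeds with an emerged radicle (stage 3). Each line and stage had 3 replicates of 10 seeds, 72 libraries in all. Each genotype is represented by 1 line, so the spread between replicates is that of seed samples within a line, and any other difference between an *lpa* line and its normal phytic acid sister line is compared together with the mutations. The libraries of the Mips subset were assigned to *1mlpa* and 1MWT by the genotype on their labels, whose short names could also be read as those of the parents. The authors trimmed the reads with Skewer, aligned them to the Williams 82 genome (Wm82.a2.v1) with STAR and counted read pairs on the exons of each gene with featureCounts. Strand was not used, and read pairs that map to several places or overlap several genes were not counted. The deposited values are these raw counts for 56044 genes, in 2 tables. The total of a library lay between 20295984 and 39759526 in 71 of the libraries, with a median of 28412327. By line, with 9 libraries each, it lay between 21966224 and 39759526 in 1MWT (median 28065786), 25415540 and 32151314 in *1mlpa* (median 28534071), 24935561 and 39148507 in 2MWT (median 28341391), and 24722129 and 35124387 in 2MWT-L (median 27691036). It lay between 25379763 and 30890802 in *2mlpa* (median 29821018), 20295984 and 30510877 in *3mlpa* (median 27489554) and 22019217 and 36593329 in 3MWT (median 29358392). In 2MWT-N the median was 28365863 and the highest total 38055343, but replicate 1 of stage 2 held 12679 counts, so that values of this line at stage 2 rest on 2 libraries. The lowest total of its other 8 libraries was 23150373. The near-empty library was kept, and values without it are given for some of the results. Replicate 2 of 3MWT at stage 1 had counts in 24686 genes from a total of 29959994, against at least 30065 genes in the other libraries of usual depth. Counts were tested with edgeR's quasi-likelihood method after TMM normalization, in 1 model per subset with a group for each line and stage. Genes with a mean normalized count over 10 were tested, 31682 in the Mips subset, 31363 in MRP and 31307 in Mips-MRP. With the thresholds of the paper, a DEG had a Benjamini-Hochberg FDR under 0.01 and an absolute log2 fold change over 1. DESeq2, the tool of the paper, was run as an alternative. Errors of log2 fold changes are standard errors. Normalized expression is given in CPM (counts scaled to the library total multiplied by its TMM factor) as the mean ± SD of 3 replicates. These values thus differ from counts scaled to the library total alone.

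**Figure D1:**
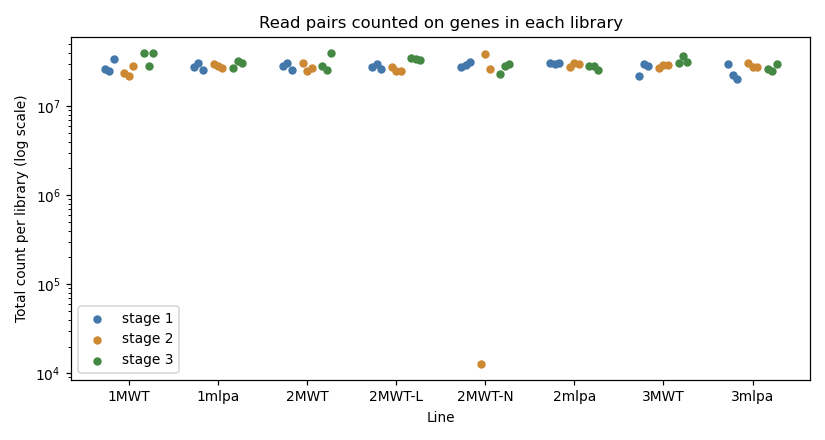
Total count of each of the 72 libraries (points) by line on a log scale, coloured by germination stage. All libraries lie between 20295984 and 39759526 counts except replicate 1 of 2MWT-N at stage 2, at 12679.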

In this study, RNA-seq was carried out on germinating seeds from low and normal phytic acid soybeans, and GRNs were inferred to identify disparities in transcriptional regulation. A total of eight experimental soybean lines from three genotypic class subsets were used, with each subset containing at least one normal phytic acid line and one *lpa* line. 

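The 3 genes whose mutations define the subsets lie on chromosomes 11, 19 and 3 of Wm82.a2.v1. MIPS1 (Glyma.11G238800) spans 33319226 to 33322244 of chromosome 11, MRP-L (Glyma.19G169000) spans 42961519 to 42970330 of chromosome 19 and MRP-N (Glyma.03G167800) spans 38202353 to 38210883 of chromosome 3. Counts per gene hold no sequence, so the point mutations themselves were not examined. The MRP-L transcript of *2mlpa* differed from that of the normal phytic acid lines by log2 fold changes between -0.27 and 0.31 over the 3 stages, and the MRP-N transcript by log2 fold changes between -0.73 and 0.21, and neither was a DEG in any of these comparisons. In *3mlpa* the log2 fold changes of MRP-L were 0.49, -0.02 and 0.43 at stages 1, 2 and 3, and those of MRP-N were 0.08, -0.33 and -0.37, again without a call. In *1mlpa*, where both MRP genes are intact, MRP-L had a log2 fold change of -0.89 at stage 1 (standard error 0.22, adjusted p = 0.00632 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 replicates below those of 1MWT, which is under the fold-change threshold. The effect on MRP-L at stage 1 differed between the Mips and Mips-MRP subsets by -1.34 on the log2 scale (standard error 0.31, adjusted p = 0.00461 from the interaction term of the same test).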

The *lpa* trait was conferred through various combinations of mutant MIPS1, MRP-L, and MRP-N genes.

### Differential Expression Analysis

For each of the three subsets of genotypes (Table 1), the *lpa* and normal phytic acid lines were compared to identify genes that were differentially expressed at each stage. 

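Counts of *1mlpa* and 1MWT in the 18 libraries of the Mips subset differed past both thresholds in 4336 genes over the 3 stages. At stage 1 there were 2652 such genes, of which 1374 (51.8%) had higher expression in *1mlpa*. The numbers were 1124 at stage 2, with 628 (55.9%) higher, and 1536 at stage 3, with 1333 (86.8%) higher. Under DESeq2 45.3% of the 1846 DEGs at stage 2 were higher in *1mlpa*. Between stages, 35 genes were DEGs in opposite directions. The alternative that moved the total most, a test against a log2 fold change of 1 in place of a cutoff on the fold change, gave 453 genes.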

In the Mips subset, 5,841 DEGs were found between *1mlpa* (*lpa*) and 1MWT (normal phytic acid). Using a set of four near isogenic lines, the number of DEGs in the MRP subset was limited to just 430. This number was obtained by designating genes as DEGs only if they were differentially expressed in each comparison of *2mlpa* (*lpa*) to the three normal phytic acid lines (2MWT, 2MWT-L, and 2MWT-N). 

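The single comparisons with 2MWT, 2MWT-L and 2MWT-N gave 1474, 4108 and 900 DEGs over the 3 stages. The genes called in all 3 comparisons at the same stage numbered 237, made up of 135 at stage 1, 107 at stage 2 and 55 at stage 3. Of these, 80 (59.3%), 43 (40.2%) and 25 (45.5%) had higher expression in *2mlpa* at stages 1, 2 and 3. With RLE size factors in edgeR, 29.4% of the 109 DEGs at stage 2 were higher, and the median log2 fold change of all tested genes against 2MWT-L at this stage was -0.28. RLE factors, also those of DESeq2, rest on genes counted in every library, and the near-empty library had counts in 1397 genes. The same median was -0.061 with TMM and -0.023 with upper-quartile factors without that library. Of the alternatives for the definition, calling DEGs against 2MWT-L alone moved the number most, and a contrast with the mean of the 3 normal lines gave 2643. Single libraries changed the number as well, to 601 without replicate 3 of *2mlpa* at stage 1 and to 157 without replicate 2 of the same group.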

Finally, in the Mips-MRP subset, 4,512 DEGs were found between *3mlpa* (*lpa*) and 3MWT (normal phytic acid). 

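In the Mips-MRP subset 2250 genes passed both thresholds, 1238 at stage 1, 249 at stage 2 and 1141 at stage 3. Expression was higher in *3mlpa* for 873 (70.5%), 116 (46.6%) and 905 (79.3%) of them. At stage 1 the median log2 fold change of all tested genes was 0.148, a shift in the direction of the larger share. In simulated counts with a log2 change of 2 added to 200 genes, the test called 50%, 60.5% and 59.5% of these genes at the 3 stages, against 67%, 77.5% and 83% in the Mips subset and 62%, 63.5% and 70.5% in MRP. The simulation gave each gene the same spread at all stages, as the fit assumes. It therefore does not show how the test acts where replicates of 1 stage vary more. Leaving out replicate 2 of *3mlpa* at stage 1 raised the total to 5345, and leaving out replicate 2 of 3MWT at stage 3 lowered it to 1463.

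**Figure D2:**
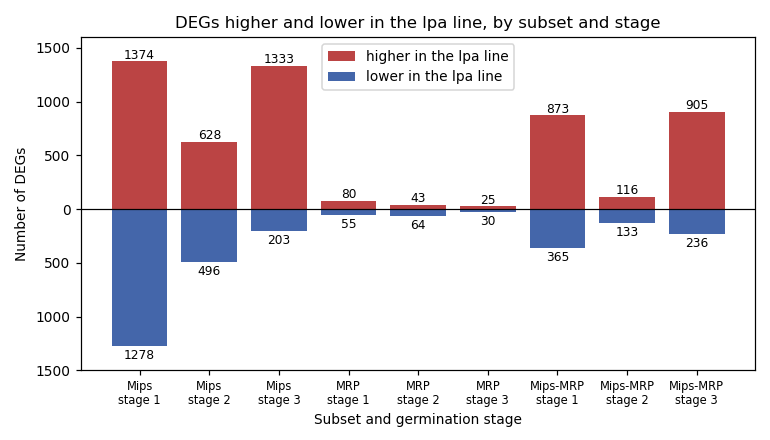
Number of DEGs (y axis) by subset and germination stage (x axis), with genes higher in the *lpa* line drawn upwards and genes lower in it drawn downwards. In the Mips subset at stage 3, 1333 genes were higher and 203 lower, while at stage 1 the bars of 1374 and 1278 genes were of similar length.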

The DEGs for each genotypic subset can be found in Supplementary Table S1.

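DEGs at all 3 stages numbered 160 in the Mips subset (3.69% of its DEGs), 15 in MRP (6.33%) and 84 in Mips-MRP (3.73%). In the Mips subset Glyma.11G180800 had log2 fold changes of 3.53 (standard error 0.80, adjusted p = 0.00448 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at stage 1 and 6.28 (standard error 0.94, adjusted p = 0.000481) at stage 2, and was at least 5.84-fold higher in *1mlpa* at stage 3, where 1MWT had at most 3 counts per library. Glyma.15G133700 was at least 3.37-fold lower in *1mlpa* at stage 1 and fell by 3.88 (standard error 0.37) and 1.54 (standard error 0.30) on the log2 scale at stages 2 and 3. Its calls at stages 1 and 3 were made in 14 of the 18 fits that each left out 1 library, and that of Glyma.11G180800 at stage 3 in 11. In the MRP subset Glyma.15G221200 was at least 9.01-fold higher in *2mlpa* than in the normal lines at stage 1 and at least 66.6-fold higher at stage 3, and Glyma.19G136600, 3.17 Mb from MRP-L, was at least 56.3-fold lower in each comparison and stage. In the Mips-MRP subset Glyma.10G170100 was at least 7.82-fold, 11.0-fold and 17.8-fold higher in *3mlpa* at stages 1, 2 and 3. Glyma.15G140700 was at least 185-fold lower at stage 1 and 167-fold lower at stage 3, and fell by 8.04 (standard error 0.72) on the log2 scale at stage 2. In each of these comparisons that did not involve 2MWT-N at stage 2, all 3 *lpa* replicates lay outside the range of the normal line.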

For each subset, few genes were differentially expressed in all three germination stages, indicating the mutations affect genes at specific stages (Figures 1A–C). In each subset, numerous genes were strictly differentially expressed at stage 1–40% in the Mips subset, 37% in MRP, and 48% in Mips-MRP (Figures 1A–C); this suggests both *mips1* and *mrp-1/mrp-n* mutations considerably affect genes at the dry seed stage. 

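Genes called at stage 1 and at no other stage numbered 1994 in the Mips subset (46.0% of its DEGs), 100 in MRP (42.2%) and 1005 in Mips-MRP (44.7%). Whether an effect differs between stages was tested with interaction terms (FDR under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between stages 1 and 2 the effect differed for 197 genes in the Mips subset, 518 in MRP and 6 in Mips-MRP, and between stages 1 and 3 for 796, 270 and 353 genes, with the 3 normal lines of the MRP subset averaged. These numbers cover all tested genes, and how many of the genes called at stage 1 only are among them was not counted. Single libraries moved them in each subset. When 1 library was left out, those between stages 1 and 2 ranged from 70 to 595 in the Mips subset. In MRP they ranged from 144 to 1081 and in Mips-MRP from 1 to 1052. The numbers between stages 1 and 3 ranged from 325 to 1514, from 26 to 719 and from 144 to 2926. In the Mips subset the DEGs at stage 1 only numbered from 1506 to 2422 in 18 fits that each left out 1 library. In the other 2 subsets single libraries decided much of this number. Without replicate 3 of *2mlpa* at stage 1 the MRP subset had 454 DEGs at stage 1 only, and without replicate 1 of that group it had 17. Without replicate 2 of *3mlpa* at stage 1 the Mips-MRP subset had 3538, and without replicate 1 it had 255. With each comparison fitted on its own 6 libraries, 618 genes were DEGs at stage 1 in the Mips subset and 15 in Mips-MRP.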

Not as many genes were differentially expressed in the Mips and Mip-MRP subsets at stage 2, indicating the *mips1* mutation may not impact genes as much in imbibed seeds. However, a substantial number were differentially expressed at stage 3 in germinated seeds (Figures 1A,C). Conversely, in the MRP subset, many genes were differentially expressed at stage 2, but few were differentially expressed at stage 3 (Figure 1B). This, along with the DEGs at germination stage 1, suggests the two *mrp* mutations have a greater effect on genes during the early stages of germination, at the dry and imbibed seed stages, when metabolism needs to be reinitiated.

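DEGs at stage 2 only numbered 512 in the Mips subset (11.8% of its DEGs) and 69 in Mips-MRP (3.07%), and DEGs at stage 3 only numbered 1014 (23.4%) and 882 (39.2%). The order of the stages in these 2 subsets changed with the libraries fitted together. A fit of a whole subset shares 1 estimate of the spread of each gene over the stages. Replicates of a group correlated at 0.936 to 0.969, 0.948 to 0.986 and 0.983 to 0.989 at stages 1, 2 and 3 of the Mips subset. In Mips-MRP they correlated at 0.897 to 0.953, 0.982 to 0.987 and 0.969 to 0.983. Whether the shared estimate accounts for the changed order was not tested. With each comparison fitted on its own 6 libraries, the Mips subset had 686 DEGs at stage 2 and 2480 at stage 3, and Mips-MRP had 1421 and 1970. The Mips number at stage 2 fell to 483 without replicate 3 of *1mlpa* at that stage, and the one at stage 3 fell to 705 without replicate 2 of 1MWT. In Mips-MRP the number at stage 2 lay between 110 and 390 and the one at stage 3 between 580 and 1663 over the 18 fits that each left out 1 library.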

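Stage 2 alone accounted for 65 of the MRP DEGs (27.4%) and stage 3 alone for 27 (11.4%), while 30 genes were called at 2 stages. In the comparison with 2MWT-N, which has the near-empty library at stage 2, the calls numbered 712, 219 and 158 at the 3 stages. Against 2MWT they numbered 684, 388 and 622, and against 2MWT-L they numbered 2230, 1956 and 663. The number called in all 3 comparisons at stage 2 fell to 26 without replicate 2 of 2MWT-N at this stage, which leaves 1 library of usual depth. With each comparison fitted on its own 6 libraries, 46 genes were DEGs at stage 1, 399 at stage 2 and 13 at stage 3.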

**Figure 1:**
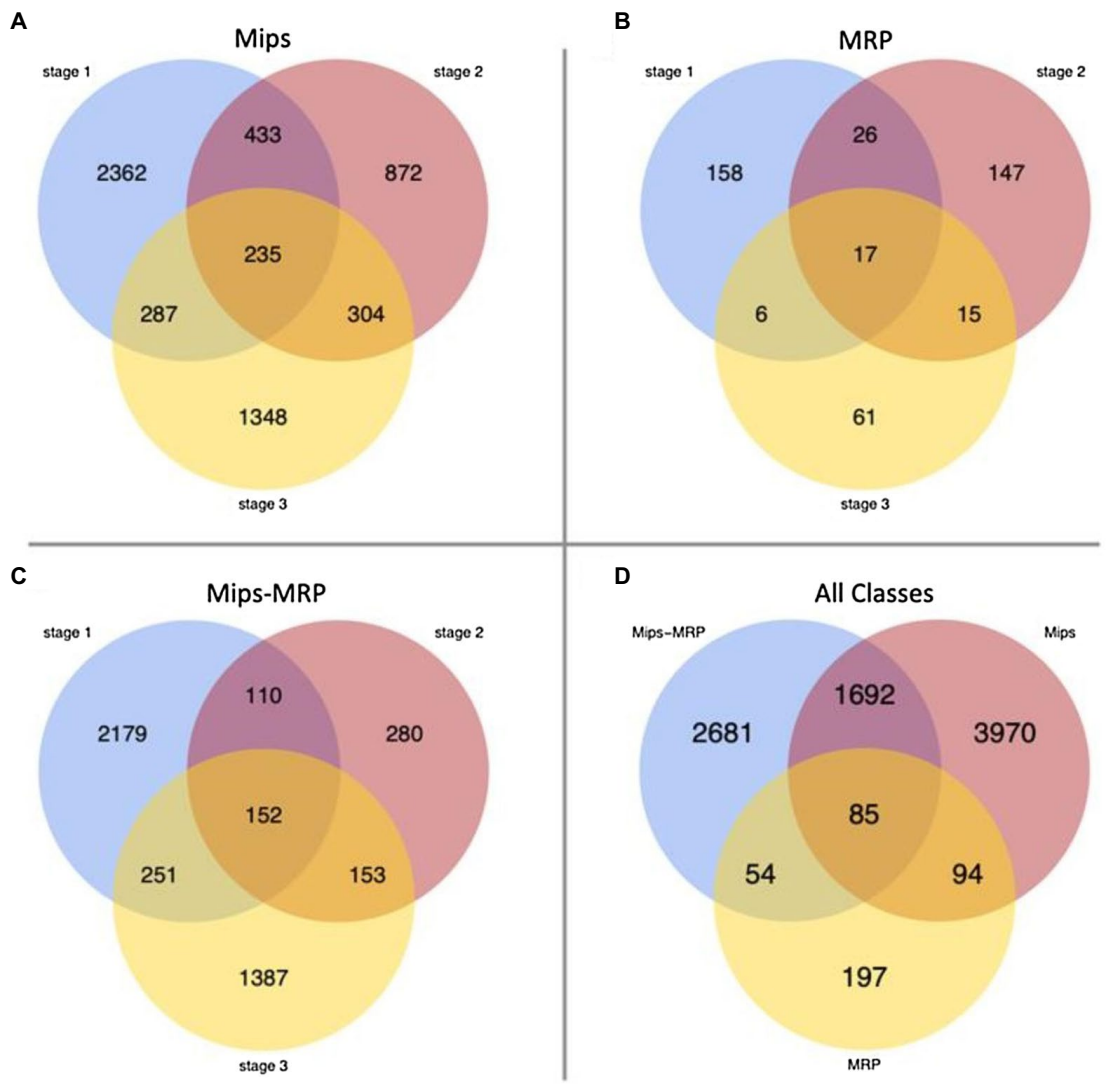
Venn diagrams of differentially expressed genes (DEGs). **(A)** Number of DEGs unique to and shared between each stage in the monophosphate synthase (Mips) subset. **(B)** Number of DEGs unique to and shared between each stage in the multidrug resistance-associated protein (MRP) subset. **(C)** DEGs in the Mips-MRP subset. **(D)** Number of DEGs unique to and shared between all three subsets of genotypes.

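The lists of the 3 subsets had 26 DEGs in common, 11.0% of the MRP list. A further 56 genes were shared by the Mips and MRP lists only and 24 by MRP and Mips-MRP only. Unique to their lists were 3367 Mips genes (77.7% of that list), 131 MRP genes (55.3%) and 1313 Mips-MRP genes (58.4%). Of the alternatives, contrasting *2mlpa* with the mean of its 3 normal lines moved the number shared by the 3 lists most, to 242. Without replicate 3 of *2mlpa* at stage 1, 410 MRP genes were unique and 41 genes were shared by the 3 lists. A gene on 1 list alone was not thereby shown to respond differently in the other subsets.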

When the DEGs from all three subsets were compared to one another, 85 genes were differentially expressed in all three genotypic subsets (Figure 1D). Roughly half of the DEGs in each subset remained unique to their particular subsets. However, there was a fair amount of overlap (1,692 DEGs) between the Mips and Mips-MRP subsets, which may be a result of shared perturbations in the *myo*-inositol synthesis pathway due to the *mips1* mutation. 

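Outside the genes common to the 3 lists, 887 DEGs were shared by Mips and Mips-MRP, 20.5% of the first list and 39.4% of the second. Among the 30687 genes tested in both subsets, 4278 were DEGs of Mips and 2143 of Mips-MRP, and 913 were DEGs of both, against 299 with independent lists (3.06-fold, two-sided Fisher's exact test, p = 5.61e-254, with genes counted as independent). Of the 835 cases in which a gene was called in both subsets at the same stage, 815 (97.6%) had the same direction. The effect of *1mlpa* against 1MWT differed from that of *3mlpa* against 3MWT for 1679 genes at stage 1, 152 at stage 2 and 84 at stage 3 of 31615 genes tested for the interaction (FDR under 0.01). The number of these genes at stage 1 ranged from 972 to 3265 when 1 library was left out. With the libraries divided into groups in other ways, 1 division gave 1796 genes. Such a division could keep the real groups at stage 1 in a subset. It thus does not decide whether the number at stage 1 arises from differences between single libraries. Without replicate 2 of *3mlpa* at stage 1, 1349 genes were shared by Mips and Mips-MRP only.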

Less than 13% of the DEGs in the MRP subset were shared with those in the Mips-MRP subset, despite both of the subsets carrying the *mrp-l*/*mrp-n* mutations.

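Of the 224 MRP DEGs that could also be tested in the Mips-MRP subset, 50 (22.3%) were DEGs there, 26 of them on the Mips list as well. With independent lists 15.7 would be shared among the 30524 genes tested in both (3.17-fold, two-sided Fisher's exact test, p = 1.99e-13). The direction was the same in 48 of the 57 cases of a gene called in both subsets at the same stage and opposite in 9. The Mips and MRP lists shared 82 of 30561 genes tested in both, against 30.3 with independent lists (2.71-fold, two-sided Fisher's exact test, p = 1.93e-18).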

Both the Mips and Mips-MRP subsets had differential expression in genes functioning in the phytic acid biosynthesis pathway (Table 2). In each subset, Glyma.11G218500 and Glyma.18G038800, both encoding inositol 1,3,4-trisphosphate 5/6-kinase 4 (ITPK4), had increased expression in the *lpa* lines, *1mlpa* and *3mlpa*, predominantly in germination stage 1, the dry seed stage. 

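Glyma.11G218500 lies at 31312270 to 31315576 of chromosome 11, 2.01 Mb from MIPS1, and Glyma.18G038800 at 3127926 to 3131916 of chromosome 18, where it overlaps another gene. In dry seeds Glyma.11G218500 was at 33.5 ± 8.14 CPM in *1mlpa* and 11.2 ± 3.54 CPM in 1MWT (SD, n = 3), a log2 fold change of 1.58 (standard error 0.25, adjusted p = 0.000229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the Mips-MRP subset it was at 29.2 ± 7.30 CPM in *3mlpa* and 11.7 ± 5.30 CPM in 3MWT (SD, n = 3), a log2 fold change of 1.30 (standard error 0.30, adjusted p = 0.00938 from the same test), a call that was made in 3 of the 18 fits that each left out 1 library. Glyma.18G038800 was at 14.9 ± 4.37 CPM in *3mlpa* and 3.12 ± 2.04 CPM in 3MWT at stage 1, a log2 fold change of 2.24 (standard error 0.46, adjusted p = 0.00469). In *1mlpa* it was at 8.01 ± 3.77 CPM against 3.33 ± 0.235 CPM, a log2 fold change of 1.29 (standard error 0.35, adjusted p = 0.0128), which is no call by edgeR and a call by DESeq2. In these 4 comparisons all 3 *lpa* replicates exceeded the 3 of the normal line. Fitted on the 6 libraries of stage 1 alone, none of them was a call. At stages 2 and 3 the log2 fold changes of Glyma.11G218500 were 0.38 and -0.16 in *1mlpa* and 0.90 and -0.13 in *3mlpa*, and those of Glyma.18G038800 were 0.06 and -0.11 in *1mlpa* and 1.14 and 1.02 in *3mlpa*, none a call. Fitted on the 6 libraries of stage 2 alone, that of Glyma.18G038800 in *3mlpa* was one. The difference between the subsets at stage 1 was not significant for either gene (adjusted p = 0.659 for Glyma.11G218500 and 0.305 for Glyma.18G038800 from the interaction term of the test).

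**Figure D3:**
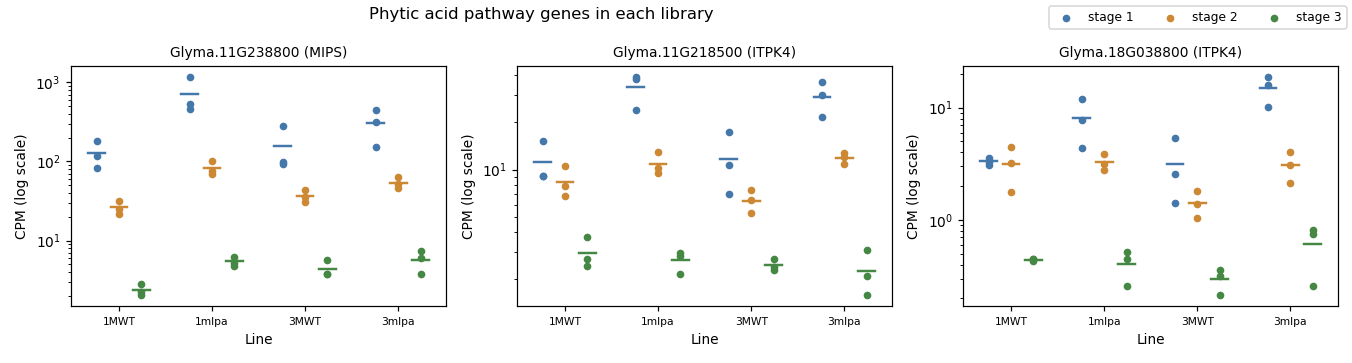
Normalized expression (CPM, log scale) of Glyma.11G238800, Glyma.11G218500 and Glyma.18G038800 in 1MWT, *1mlpa*, 3MWT and *3mlpa*, with each replicate as a point coloured by stage and the mean of 3 replicates as a bar. For Glyma.11G218500 at stage 1, the means are 33.5 CPM in *1mlpa* and 11.2 CPM in 1MWT.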

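Glyma.11G238800, which the Methods list as MIPS1 and Table 2 as MIPS2, was at 719 ± 384 CPM in dry seeds of *1mlpa* and 128 ± 50.8 CPM in 1MWT (SD, n = 3), a log2 fold change of 2.50 (standard error 0.33, adjusted p = 3.53e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At stage 2 the means were 82.7 ± 17.3 and 26.3 ± 5.14 CPM, a log2 fold change of 1.65 (standard error 0.32, adjusted p = 0.00251), and at stage 3 they were 5.45 ± 0.755 and 2.36 ± 0.40 CPM, a log2 fold change of 1.21 (standard error 0.33, adjusted p = 0.0203), which is no call by edgeR and a call by DESeq2. All 3 replicates of *1mlpa* exceeded those of 1MWT at each stage. In *3mlpa*, with the same mutation, the log2 fold changes were 0.97, 0.55 and 0.38, and at stage 1 the adjusted p was 0.112 and 2 of 3 replicates exceeded those of 3MWT. The difference between the subsets at stage 1 was 1.56 on the log2 scale (standard error 0.53, adjusted p = 0.0478 from the interaction term). The ITPK1 gene Glyma.01G016700 had log2 fold changes of 0.30, 0.92 and 1.31 in *1mlpa* at stages 1, 2 and 3, with a call at stage 3 (standard error 0.25, adjusted p = 0.00141, 3 of 3 replicates above those of 1MWT) that was made in 15 of the 18 fits without 1 library. At stage 3 its effect differed from that in the Mips-MRP subset by 2.24 on the log2 scale (adjusted p = 0.00376 from the interaction term). The other ITPK1 gene, Glyma.09G206100, had log2 fold changes of 0.99 (adjusted p = 0.00433), 0.94 and -0.04, the first of which stays under the fold-change threshold by edgeR and passes it by DESeq2 and with RLE size factors.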

In *1mlpa*, increased expression was also observed in two genes encoding inositol 1,3,4-trisphosphate 5/6-kinase 1 (ITPK1) and Glyma.11G238800, which had increased expression in all three germination stages and encodes *myo*-inositol-1-phosphate synthase 2 (MIPS2). These results suggest that mutantion in metabolic pathway gene (mips) has a strong effect on overall gene expression, whereas mutations in the transporter genes that are related to sub-cellular relocalization of nutrients have only mild effect on overall gene expression changes. This is signified by almost 20 times more genes that are differnetially expressed uniquely in mips mutant (3,970 genes, Figure 1D) than those are uniquely found in MRP mutants (197 genes, Figure 1D).

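The ratio of the numbers of genes unique to the Mips and MRP lists was 25.7. It depends on the definition of a DEG in the MRP subset. With *2mlpa* contrasted with the mean of its 3 normal lines it was 1.71, and with *2mlpa* compared with 2MWT alone it was 3.11. With the definition kept it was 50.2 by DESeq2. That value rests on 80 genes unique to the MRP list with the near-empty library kept. Without that library, a choice made after the values were seen, DESeq2 gave 225 such genes. Over the edgeR fits that each left out 1 library the ratio lay between 8.07 and 41.3. The lowest was without replicate 3 of *2mlpa* at stage 1 and the highest without replicate 1 of that group. From the larger number of genes that respond in the *mips* mutant only, the paper proposes that a mutation in the metabolic pathway has a strong effect on gene expression as a whole and that mutations in the transporter genes have a mild one.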

**Table 2:** DEGs in the phytic acid biosynthesis pathways.

Genotypic class subset	Gene ID	*Arabidopsis* homolog	Log2(FC) (*lpa*/Normal)			Gene symbol	Protein symbol
			Stage 1	Stage 2	Stage 3		
Mips	Glyma.11G238800	AT2G22240	2.5	1.6	1.2	MIPS2	*Myo*-inositol-1-phosphate synthase 2
Mips	Glyma.01G016700	AT5G16760	-	-	1.4	ITPK1	Inositol 1,3,4-trisphosphate 5/6-kinase 1
Mips	Glyma.09G206100	AT5G16760	1.0	-	-	ITPK1	Inositol 1,3,4-trisphosphate 5/6-kinase 1
Mips	Glyma.11G218500	AT2G43980	1.6	-	-	ITPK4	Inositol 1,3,4-trisphosphate 5/6-kinase 4
Mips	Glyma.18G038800	AT2G43980	1.3	-	-	ITPK4	Inositol 1,3,4-trisphosphate 5/6-kinase 4
Mips-MRP	Glyma.11G218500	AT2G43980	1.3	-	-	ITPK4	Inositol 1,3,4-trisphosphate 5/6-kinase 4
Mips-MRP	Glyma.18G038800	AT2G43980	2.3	1.1	1.1	ITPK4	Inositol 1,3,4-trisphosphate 5/6-kinase 4

### Co-expression Analyses Reveal Altered Phosphate Ion Homeostasis Activity and Stress Responses in *lpa* Lines

To compare the transcriptional regulation governing the dynamics of seed germination in *lpa* and normal phytic acid lines, gene co-expression modules were generated by individually clustering the set of DEGs found in each subset of genotypes. The co-expression modules, defined as sets of genes with similar temporal expression patterns, were created using a model-based clustering approach and BIC criterion. 

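The DEGs of each subset were clustered on their mean variance-stabilized expression per line and stage with Mclust, which chose 9 clusters for Mips, 7 for MRP and 9 for Mips-MRP out of at most 9. With up to 20 clusters allowed, it chose 12 for Mips, 7 for MRP and 11 for Mips-MRP. With values scaled per gene it chose 1 for each. Scaling makes each value of a gene follow from its other values, which leaves no proper covariance to fit. That choice thus does not bear on the number of clusters. The clusters held 155 to 740 genes in the Mips subset, 7 to 81 in MRP and 121 to 373 in Mips-MRP. Without the near-empty library the MRP genes formed 2 clusters, and with DESeq2 and without that library, a combination chosen after the values were seen, 472 genes formed 5. In the Mips subset the cluster of 487 genes had mean differences between *1mlpa* and 1MWT of 1.12, 1.38 and 0.89 at stages 1, 2 and 3 on the variance-stabilized log2 scale, and the cluster of 155 genes had -1.12, -1.60 and -1.04. The numbering of the clusters need not be that of the paper, and the ontology terms behind their enrichments were not used here.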

In the Mips subset, nine co-expression modules were found, five co-expression modules were found in the MRP subset, and nine were found in the Mips-MRP subset (Supplementary Table S1). GO analysis was carried out on each co-expression module for each genotypic subset. For the modules in the Mips subset, 372 instances of GO enrichment were found. In the MRP subset, 30 instances were found, and 162 were found in the Mips-MRP subset. These were narrowed down to focus on biological processes only. Enrichment for all categories (biological and molecular) can be found in Supplementary Table S2.

For the Mips subset co-expression modules, module 2 was enriched for nucleotide biosynthesis (Figure 2A), which had lower expression in *1mlpa* (Figure 2B). Modules 3, 5, and 9 were each enriched for signaling and stress-related processes, which were especially enriched in module 5 (Figure 2A). In all three modules, the genes functioning in the enriched processes had higher expression in *1mlpa* (Figure 2B). Modules 3 and 5 also showed enrichment for genes in the ethylene (ET) and salicylic acid (SA) pathways. For the enriched processes in module 4 (Figure 2A), many of which are related to photosynthesis, translation, and carbohydrate metabolism, gene expression was reduced in *1mlpa* in germination stages 1 and 2 (Figure 2B). In association with the phytic acid pathway, module 6 was enriched for *myo*-inositol hexa*kis*phosphate biosynthesis (GO:0010264), the genes of which had increased expression in stages 1 and 2 in *1mlpa* (Figure 2B). Conversely, in module 7, *1mlpa* had decreased expression in stages 1 and 2 in genes functioning in phosphate ion (Pi) homeostasis (GO:0030643; Figure 2B). Module 8 was enriched for genes in the abscisic acid (ABA) signaling pathway and was also strongly enriched for a number of stress-related processes, including response to heat, high light intensity, hydrogen peroxide, water deprivation, protein folding, heat acclimation, oxidative stress, and endoplasmic reticulum stress (Figure 2A). The genes in these processes exhibited increased expression in stages 1 and 2 in *1mlpa* (Figure 2B).

**Figure 2:**
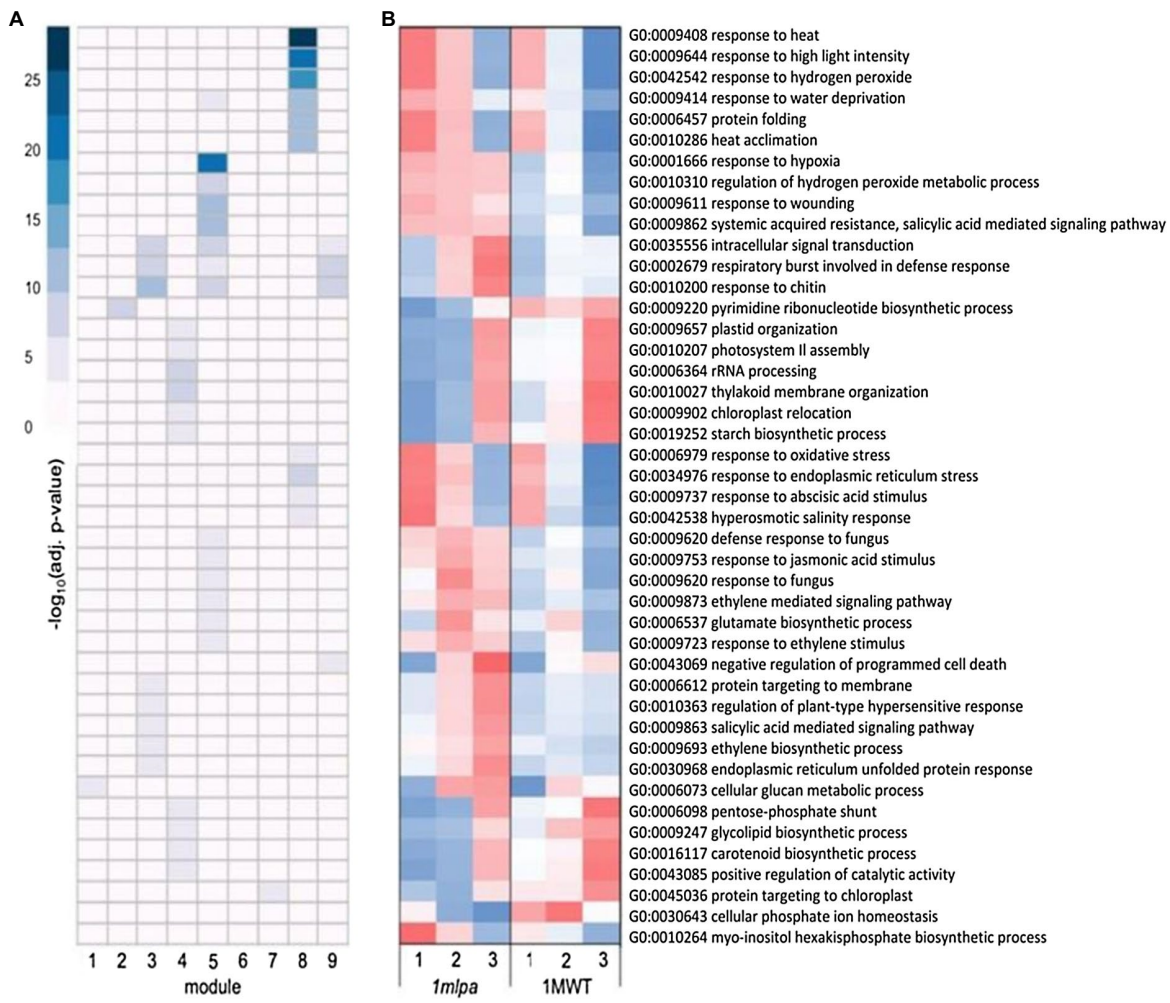
Monophosphate synthase subset gene co-expression modules and significantly enriched biological processes. A module is defined as a group of genes sharing similar expression profiles over time and likely involved in the same biological processes. Rows represent hierarchical clustering of significantly enriched gene ontology (GO) categories. Significantly enriched GO categories were defined as those with a false discovery rate (FDR) < 0.05. **(A)** Heatmap of significantly enriched GO biological processes in each gene co-expression module. Columns represent modules. Color represents −log_10_ adjusted value of *p*. **(B)** Average scaled expression of genes in significantly enriched biological processes. Columns represent germination stages of *1mlpa* and 1MWT. Red color represents increased expression, and blue color represents decreased expression. Enrichment for all GO categories can be found in Supplementary Table S2.

Each module in the MRP subset had strong gene enrichment in at least one biological process (Figure 3A). Figure 3B, an expression heatmap of the genes functioning in these processes, is especially interesting because it highlights the utility of the genetic material. That is, between the four isogenic lines, the three normal phytic acid lines (2MWT-L, 2MWT-N, and 2MWT) have nearly identical expression patterns, while expression in the single *lpa* line (*2mlpa*) is unique (Figure 3B). 

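Between the normal lines of the MRP subset, 358 genes were DEGs of 2MWT and 2MWT-L, 486 of 2MWT and 2MWT-N and 667 of 2MWT-L and 2MWT-N over the 3 stages. At stage 1 there were 199, 455 and 631 calls, at stage 2 there were 63, 36 and 49, and at stage 3 there were 174, 67 and 74. Over the 3 stages *2mlpa* compared with 2MWT, 2MWT-L and 2MWT-N gave 1474, 4108 and 900 DEGs, and at stage 3 it gave 622, 663 and 158. Leaving out replicate 1 of 2MWT at stage 3 raised the number for 2MWT and 2MWT-L to 753, and leaving out replicate 2 of 2MWT at stage 1 raised the one for 2MWT and 2MWT-N to 864. These counts cover all tested genes, whereas Figure 3B covers genes of enriched processes.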

Module 1 was enriched for genes in fatty acid and cutin transport activities (Figure 3A) and at stage 1, had higher expression in *2mlpa* than the three normal phytic acid lines (Figure 3B). Module 2 was solely enriched for genes in cellular Pi homeostasis (GO:0030643), the genes of which had particularly reduced expression in germination stages 2 and 3 in *2mlpa*. In module 4, enrichment was found for genes functioning in ABA stimulus response, stress response, lipid storage, and seed maturation (Figure 3A). The genes in these processes had increased expression in *2mlpa* in germination stages 1 and 2 (Figure 3B). Lastly, module 5 had enrichment for nucleotide-related processes, the genes of which had decreased expression in stages 1 and 2 in *2mlpa* (Figures 3A,B).

**Figure 3:**
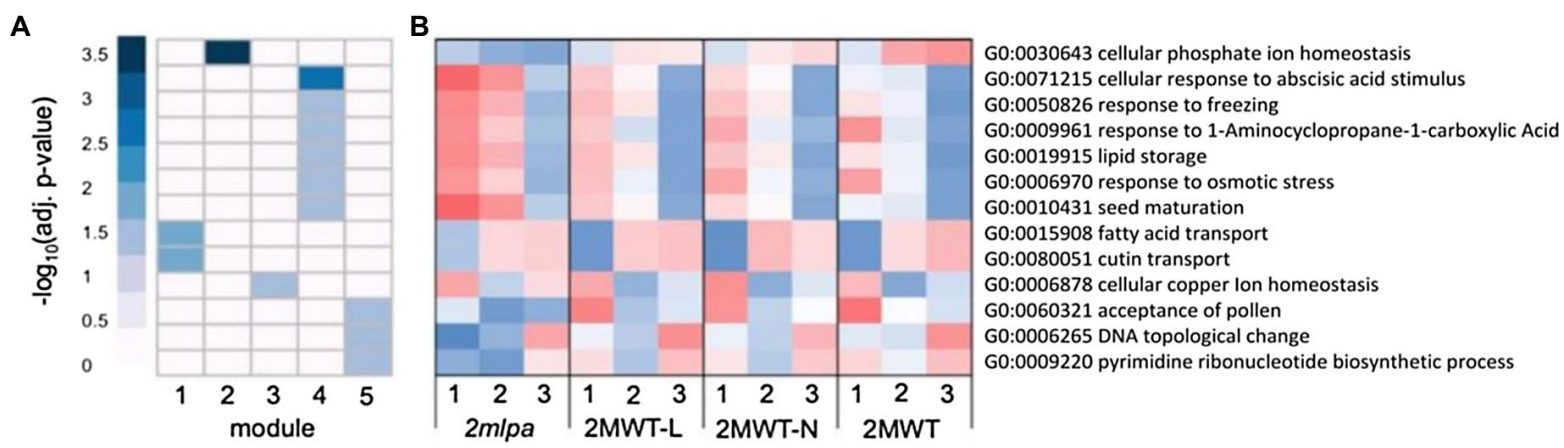
Multidrug resistance-associated protein subset gene co-expression modules and significantly enriched biological processes. A module is defined as a group of genes sharing similar expression profiles over time and likely involved in the same biological processes. Rows represent hierarchical clustering of significantly enriched GO categories. Significantly enriched GO categories were defined as those with an FDR < 0.05 **(A)** Heatmap of significantly enriched GO biological processes in each gene co-expression module. Columns represent modules. Color represents −log_10_ adjusted value of *p*. **(B)** Average scaled expression of genes in significantly enriched biological processes. Columns represent germination stages of *2mlpa*, 2MWT-L, 2MWT-N, and 2MWT. Red color represents increased expression, and blue color represents decreased expression. Enrichment for all GO categories can be found in Supplementary Table S2.

For the Mips-MRP subset co-expression modules, module 1 was enriched for genes functioning in response to hypoxia and oxidative stress (Figure 4A), which had increased expression in *3mlpa* (*lpa*) in germination stages 2 and 3 (Figure 4B). Like the Mips and MRP genotypic subsets, the Mips-MRP subset had enrichment in module 3 for genes in stress responses as well as the glyoxylate cycle and phytohormone pathways involving JA and ET (Figure 4A). The genes in these processes had increased expression in *3mlpa* in stages 2 and 3 (Figure 4B). In the case of module 6 and similar to the Mips subset, strong enrichment was found for many genes in biological processes associated with photosynthesis, translation, and a number of metabolic pathways (Figure 4A). Like the Mips subset, gene expression for these processes was reduced in *3mlpa* in all three stages as compared to 3MWT (Figure 4B). Module 7 was enriched for genes functioning in glycolipid and galactolipid biosynthesis, Pi homeostasis, and response to Pi starvation (Figure 4A), which had decreased expression in *3mlpa* especially in stages 2 and 3 (Figure 4B). A number of biological processes were also enriched in module 8, such as several stress-related responses, ABA signaling, and other metabolic pathways (Figure 4A). Most of which had increased expression in *3mlpa* (Figure 4B).

**Figure 4:**
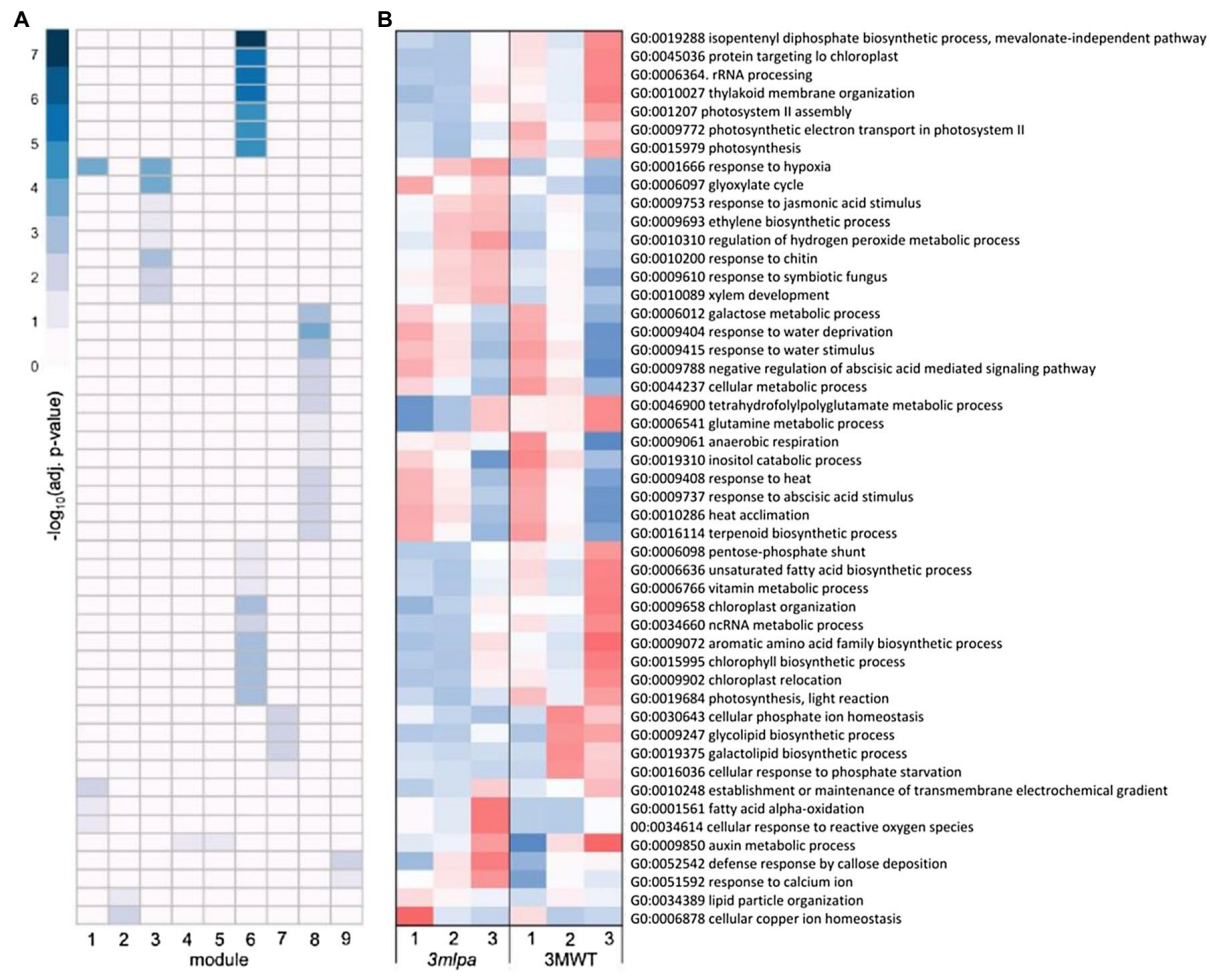
Mips-MRP subset gene co-expression modules and significantly enriched biological processes. A module is defined as a group of genes sharing similar expression profiles over time and likely involved in the same biological processes. Rows represent hierarchical clustering of significantly enriched GO categories. Significantly enriched GO categories were defined as those with an FDR < 0.05. **(A)** Heatmap of significantly enriched GO biological processes in each gene co-expression module. Columns represent modules. Color represents −log_10_ adjusted value of *p*. **(B)** Average scaled expression of genes in significantly enriched biological processes. Columns represent germination stages of *3mlpa* and 3MWT. Red color represents increased expression, and blue color represents decreased expression. Enrichment for all GO categories can be found in Supplementary Table S2.

When comparing GO enrichment between the three subsets of genotypes, the one biological process that was common between all of them was cellular Pi homeostasis (GO:0030643). Because *lpa* seeds have increased Pi levels, the significant expression changes observed in Pi homeostasis genes in germinating *lpa* seeds lends support to the putative role of phytic acid biosynthesis as a means of regulating cellular Pi concentration. Only seven genes in the soybean genome are annotated as functioning in cellular Pi homeostasis. The Mips subset had four DEGs from this GO category, the MRP subset had five DEGs, and the Mips-MRP subset had four DEGs. Between the three genotypic subsets, four DEGs were shared – Glyma.05G247900, Glyma.08G056400, Glyma.16G052000, and Glyma.19G098500. Both Glyma.05G247900 and Glyma.08G056400 encode purple acid phosphatase 17 (PAP17), and Glyma.16G052000 and Glyma.19G098500 encode glycerophosphodiester phosphodiesterase (GDPD1). The two PAP17 genes and the two GDPD1 genes were downregulated in all *lpa* lines at stage 2, and for the most part, they were also all downregulated at stage 3.

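At stage 2 the PAP17 gene Glyma.05G247900 (chromosome 5, 42109945 to 42112794) had a log2 fold change of -3.39 in *1mlpa* (standard error 0.50, adjusted p = 0.000312 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -5.34 in *3mlpa* (standard error 0.60, adjusted p = 4.52e-05). In *2mlpa* it had at most 3 counts per library at this stage and was at least 19.3-fold, 59.0-fold and 16.2-fold lower than in 2MWT, 2MWT-L and 2MWT-N. Its paralog Glyma.08G056400 (chromosome 8, 4330055 to 4332640) had log2 fold changes of -3.13 in *1mlpa* (adjusted p = 0.00197) and -4.70 in *3mlpa* (adjusted p = 5.26e-05), and between -4.66 and -2.49 in *2mlpa*. The GDPD1 gene Glyma.19G098500 (chromosome 19, 34393327 to 34396049) had -3.29 (adjusted p = 3.99e-05), -4.00 (adjusted p = 6.11e-06) and, in *2mlpa*, between -2.96 and -1.98. For the GDPD1 gene Glyma.16G052000 (chromosome 16, 5010554 to 5013418) they were -2.95 (adjusted p = 5.88e-05) in *1mlpa*, between -2.81 and -1.95 in *2mlpa*, and -1.86 in *3mlpa* (standard error 0.43, adjusted p = 0.0305), the last no call by edgeR and a call by DESeq2. At stage 3 the first 3 genes were DEGs in all 3 *lpa* lines, with log2 fold changes between -5.53 and -2.74, and Glyma.16G052000 in none, at -1.01 in *1mlpa* and -1.41 in *3mlpa*. At stage 1 Glyma.16G052000 was a DEG in *1mlpa* (-1.37) and in *2mlpa*, the former in 7 of the 18 fits without 1 library. Apart from comparisons with the near-empty library, all 3 *lpa* replicates lay below the 3 of the normal line at stages 2 and 3 wherever a gene was called. Over the list of these 4 genes, 4 were DEGs in the Mips and MRP subsets and 3 in Mips-MRP. Adjusted over the list alone, 4 were DEGs in each subset, which is not independent evidence since the paper chose the list from these samples. Reads that map equally well to both genes of a pair were not counted.

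**Figure D4:**
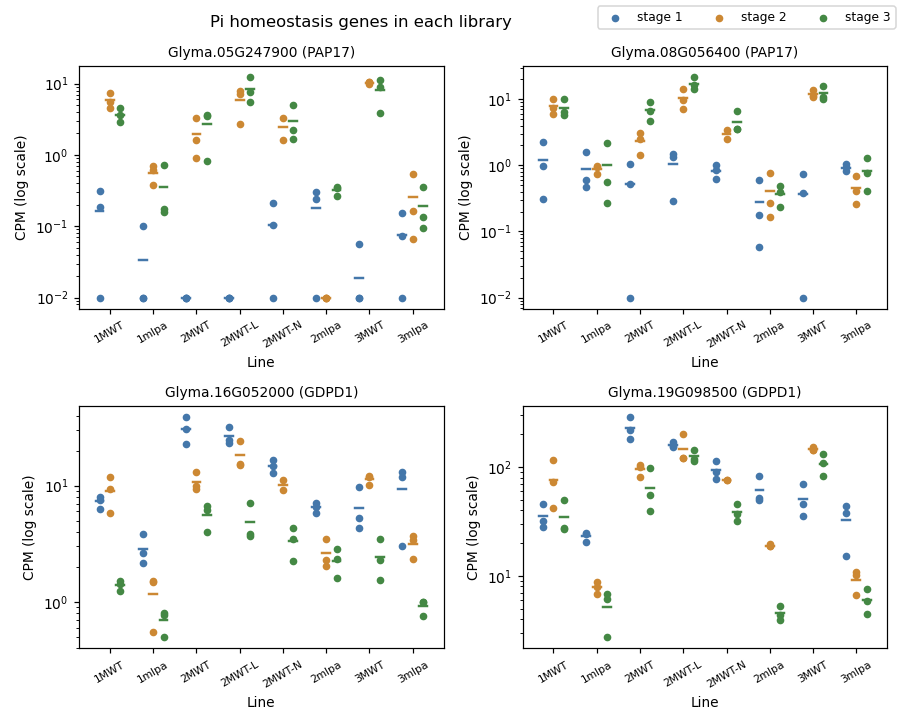
Normalized expression (CPM, log scale) of the 2 PAP17 and 2 GDPD1 genes in the 8 lines, with each replicate as a point coloured by stage and the mean of the replicates as a bar. Values of 0 are drawn at 0.01, and the near-empty library of 2MWT-N at stage 2 is left out of the points and the means.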

### Biological Processes Enriched in Both Developing and Germinating Seeds

In addition, the GO enrichment results for the Mips and Mips-MRP subsets were compared to the earlier enrichment findings in Redekar et al. (2017), where RNA-seq was performed on the same four experimental lines during seed development – *1mlpa*, 1MWT, *3mlpa*, and 3MWT. In the Mips subset, 88 GO categories overlapped with the developing seed expression data, and in the Mips-MRP subset, 41 categories overlapped. Both genotypic subsets had overlap in stress-, photosynthesis-, ion-, *myo*-inositol metabolism-, and hormone-related GO categories. Interestingly, overlap was also found in the pentose-phosphate shunt pathway (GO:0006098). In this study, the Mips subset had 64 genes in this pathway that were differentially expressed, and the Mips-MRP subset had 56. In both subsets, the genes were primarily differentially expressed at the dry seed stage (stage 1). This finding is notable because the pentose-phosphate shunt pathway parallels glycolysis, generating NADPH, pentoses (five-carbon sugars), and ribose 5-phosphate (precursors for nucleotide synthesis), but does so by oxidizing glucose-6-phosphate, the same substrate used by the MIPS enzyme in the first step of phytic acid biosynthesis (Kruger and von Schaewen, 2003).

### Gene Regulatory Networks

Inference of the constructed GRN detected TF-module interactions for each subset of genotypes. For each subset, the interactions were narrowed down to those detected by at least four out of the five inference methods (Supplementary Table S3). 

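Supplementary Table S3 lists 143 TFs as regulators in the Mips subset, 15 in MRP and 107 in Mips-MRP, in 189, 25 and 153 interactions with modules. Of these, 119 (83.2%), 9 (60.0%) and 58 (54.2%) were DEGs of the subset by edgeR, and 143, 6 and 107 by DESeq2. By stage, 70, 22 and 56 of the Mips regulators were DEGs, of which 38, 18 and 50 had higher expression in *1mlpa*. In the MRP subset 6, 3 and 0 were DEGs, with 4, 0 and 0 higher in *2mlpa*. In the Mips-MRP subset 24, 3 and 36 were DEGs, with 22, 1 and 32 higher in *3mlpa*. Adjusted over the list alone, 142, 15 and 98 regulators were DEGs, and since the study chose the lists from these samples that is not independent evidence. The network inference itself was not repeated.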

The TF-module interactions were then expanded into TF-gene interactions and computationally validated by comparison to the published *Arabidopsis* DAP-seq interactions and motif sequence analysis (O’Malley et al., 2016). For the Mips subset, this resulted in 4,572 TF-gene interactions, consisting of 31 differentially expressed TF regulators and 2,743 differentially expressed target genes (Supplementary Table S4). For the MRP subset, 154 TF-gene interactions were found, being regulated by five differentially expressed TF genes with 125 differentially expressed target genes (Supplementary Table S4). 

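The MRP sheet of Supplementary Table S4 holds 192 pairs of 5 regulators and 157 target genes. By edgeR 72 of the targets were DEGs, 37 at stage 1, 35 at stage 2 and 15 at stage 3, and by DESeq2 without the near-empty library, a choice made after the values were seen, 130. Adjusted over the list of targets alone, 153 were DEGs, which is not independent evidence as the list comes from these samples. The calls of the 72 targets were in the direction of higher expression in *2mlpa* in 58 cases and of lower expression in 29. Of the targets of Glyma.05G032200, 34 of 70 were DEGs, and 24 of 42 targets of Glyma.02G267400, 15 of 37 targets of Glyma.07G060400, 15 of 29 targets of Glyma.01G216000 and 7 of 14 targets of Glyma.10G065100 were DEGs.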

As for the Mips-MRP subset, 3,757 TF-gene interactions were found, which were regulated by 31 TFs and consisted of 1,998 target genes (Supplementary Table S4). Between the three subsets’ GRNs, the one putative TF regulator found in each was DREB1F encoded by Glyma.01G216000 (Table 3). This gene had increased expression in all three *lpa* lines, but no putative target genes of this TF were shared by all three subsets. Nonetheless, five other TF genes were identical in the Mips and Mips-MRP GRNs, with most of them sharing some of the same putative targets (Table 3). 

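Glyma.01G216000, which overlaps another gene on chromosome 1, had its clearest changes at stage 2, where the log2 fold change was 2.28 in *1mlpa* (standard error 0.55, adjusted p = 0.0104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.65 in *3mlpa* (standard error 0.61, adjusted p = 0.028). Against 2MWT, 2MWT-L and 2MWT-N it was 2.05 (adjusted p = 0.0599), 3.24 (adjusted p = 0.00141) and 2.43 (adjusted p = 0.0949) in *2mlpa*. In all of these comparisons the 3 *lpa* replicates exceeded those of the normal line, of which 1 of 2MWT-N is the near-empty library. By edgeR the gene was a DEG in none of the subsets, and at stage 2 it was a call by DESeq2 in the Mips and Mips-MRP subsets. With each comparison fitted on its own 6 libraries it was a DEG by edgeR at stage 2 in all 3 subsets. At stages 1 and 3 the log2 fold changes were 1.13 and 0.86 in *1mlpa*, 0.26 to 0.33 and 1.24 to 2.63 in *2mlpa*, and 1.89 at stage 3 in *3mlpa*. At stage 1 of the Mips-MRP subset 3MWT had at most 3 counts per library, and the gene was at least 1.56-fold higher in *3mlpa*, where 2 of the 3 replicates exceeded those of 3MWT.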

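Of the TF genes that the Mips and Mips-MRP networks share in Table 3, Glyma.02G080200 had a log2 fold change of 1.38 in *1mlpa* at stage 3 (standard error 0.30, adjusted p = 0.00408 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.31 in *3mlpa* at stage 1 (standard error 0.32, adjusted p = 0.0115, a call by DESeq2), each with 3 of 3 replicates above those of the normal line. Glyma.08G298200, which overlaps another gene, had 1.04 in *1mlpa* (adjusted p = 0.00922) and 1.26 in *3mlpa* (adjusted p = 0.00693) at stage 3, calls that were made in 4 and 10 of the 18 fits that each left out 1 library, and -0.64 and -1.08 at stage 1. Glyma.16G167500 had -2.04 in *1mlpa* at stage 1 (standard error 0.52, adjusted p = 0.00831), a call made in 3 of the 18 fits. In *3mlpa* its log2 fold changes were -1.23, -1.60 and -1.35 at the 3 stages, with adjusted p values of 0.13, 0.0555 and 0.0432 from the same test, and were calls by DESeq2 at stages 2 and 3.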

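Glyma.04G249000 and Glyma.06G114000 rose in germinated seeds. At stage 3 the log2 fold change of Glyma.04G249000 was 1.77 in *1mlpa* (standard error 0.27, adjusted p = 0.000265 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.06 in *3mlpa* (standard error 0.27, adjusted p = 6.15e-05), and that of Glyma.06G114000 was 1.89 (standard error 0.30, adjusted p = 0.000448) and 2.63 (standard error 0.31, adjusted p = 2.69e-05). The 3 *lpa* replicates exceeded those of the normal line in each of these comparisons, and the calls were made in all 18 fits that each left out 1 library. At stage 2 Glyma.06G114000 had 1.19 in *1mlpa* (adjusted p = 0.0132, a call by DESeq2) and 0.37 in *3mlpa*. At stage 1 neither gene was a call, and Glyma.06G114000 had log2 fold changes of 0.67 and -0.46.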

Interestingly, two of these genes (Glyma.04G249000, Glyma.06G114000) are homologous to the same TF, ATAF1, and both had increased expression in the *lpa* lines *1mlpa* and *3mlpa*. 

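Glyma.04G208300 had log2 fold changes of 0.83 (adjusted p = 0.0362 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.23 (adjusted p = 0.00655) and 1.34 (adjusted p = 0.00296) in *1mlpa* at stages 1, 2 and 3, each with all 3 replicates above those of 1MWT. The calls at stages 2 and 3 were made in 14 and 15 of the 18 fits that each left out 1 library. Glyma.05G195000 had a log2 fold change of 1.72 in *3mlpa* at stage 3 (standard error 0.48, adjusted p = 0.0302), with 3 of 3 replicates above those of 3MWT, no call by edgeR and a call by DESeq2. At stages 1 and 2 its log2 fold changes were 1.19 and 0.31.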

Though not shared in their networks, both *1mlpa* and *3mlpa* had an additional *ATAF1* gene with increased expression in their respective GRNs, Glyma.04G208300 in *1mpa* and Glyma.05G195000 in *3mlpa*. The changes in *ATAF1* expression in both *lpa* lines is notable as *ATAF1* is ABA-responsive and regulates ABA biosynthesis (Wu et al., 2009; Jensen et al., 2013).

**Table 3:** Putative candidate TFs shared between genotypic subsets’ GRNs.

TF gene	Arabidopsis homolog	TF family	Gene symbol	Subsets shared with	Log2(FC) (*lpa*/Normal)			Number of putative targets	Number of shared targets
					Stage 1	Stage 2	Stage 3		
Glyma.01G216000	AT1G12610	ERF	DREB1F, DDF2, ERF033	Mips	1.2	2.3	0	22	0
				MRP	0	2.6	2.1	26	
				Mips-MRP	2.5	2.6	1.9	32	
Glyma.02G080200	AT2G33710	ERF	-	Mips	0	0	1.4	103	5
				Mips-MRP	1.3	0	0	99	
Glyma.04G249000	AT1G01720	NAC	ATAF1, NAC2	Mips	0	0	1.8	365	12
				Mips-MRP	0	0	2.1	139	
Glyma.06G114000	AT1G01720	NAC	ATAF1, NAC2	Mips	0	1.2	1.9	158	31
				Mips-MRP	0	0	2.6	228	
Glyma.08G298200	AT2G02820	MYB	MYB88	Mips	0	0	1.1	117	0
				Mips-MRP	−1.1	0	1.3	149	
Glyma.16G167500	AT1G76890	Trihelix	GT-2	Mips	−2.0	0	0	114	11
				Mips-MRP	−1.2	−1.7	−1.3	115	

The Mips and Mips-MRP GRNs shared several of the same putative regulatory interactions (Figure 5). Some of the shared target genes that stand out include ABA-insensitive5 (*ABI5*; Glyma.10G071700) and multiple late embryogenesis abundant (*LEA*) genes (Glyma.07G064700, Glyma.08G239400, Glyma.09G112100, Glyma.13G363300, Glyma.16G031300, and Glyma.17G040800). *ABI5* is regulated by the ABA pathway and functions to retain embryos in a dormant state (Lopez-Molina et al., 2001). 

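The ABI5 gene Glyma.10G071700 had a log2 fold change of 1.13 in *1mlpa* at stage 2 (standard error 0.17, adjusted p = 0.000296 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.14 in *3mlpa* at stage 3 (standard error 0.25, adjusted p = 0.00625), each with all 3 replicates above those of the normal line. The call in *1mlpa* was made in all 18 fits that each left out 1 library, and the one in *3mlpa* in 8. At the other stages the log2 fold changes were 0.36 and 0.02 in *1mlpa* and 0.34 and 0.68 in *3mlpa*, none a call.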

According to both networks, *ABI5* is putatively regulated by ATAF1 encoded by Glyma.06G114000, and in both *1mlpa* and *3mlpa*, the expression of *ABI5* is increased (Figure 5). All but one (Glyma.13G363300) of the six *LEA* genes had increased expression in *1mlpa* and *3mlpa*, and all are putatively regulated by *ATAF1* (Glyma.06G114000; Figure 5). This family of proteins is ABA-induced and reduces desiccation-induced cellular damage in seed tissue (Blackman et al., 1995).

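Of the 6 *LEA* genes, Glyma.07G064700 had the strongest response, with log2 fold changes of 1.79 (adjusted p = 0.00431 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2.27 (adjusted p = 0.00184) and 2.96 (adjusted p = 0.000264) at the 3 stages in *1mlpa* and 3.13 (adjusted p = 1.06e-05) at stage 3 in *3mlpa*. Glyma.09G112100 was a DEG at each stage in *1mlpa*, at 1.21, 1.53 and 1.64, and had 1.24 (adjusted p = 0.0268, a call by DESeq2) at stage 3 in *3mlpa*. Glyma.08G239400 was a DEG in *1mlpa* at stage 2, at 1.36 (adjusted p = 0.00455), and in *3mlpa* at stage 3, at 1.20 (adjusted p = 0.00411), each call in 13 of the 18 fits that left out 1 library. Glyma.16G031300 had 1.25 (adjusted p = 0.0369) in *1mlpa* and 1.08 (adjusted p = 0.021) in *3mlpa* at stage 3, and Glyma.17G040800 had 1.75 (adjusted p = 0.0129) and 0.99 (adjusted p = 0.0254), all 4 calls by DESeq2 and not by edgeR. In these comparisons all 3 *lpa* replicates exceeded those of the normal line. Glyma.13G363300 had log2 fold changes of 0.60, 1.07 and 0.90 in *1mlpa* and -1.02, 0.27 and 0.55 in *3mlpa*, none a call by edgeR, and those of 1.07 and -1.02 calls by DESeq2.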

**Figure 5:**
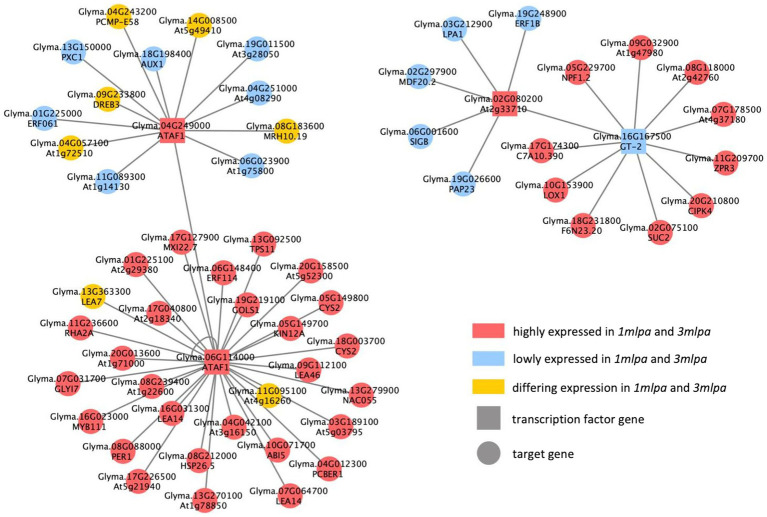
Consensus gene regulatory network (GRN) of Mips and Mips-MRP genotypic subsets. GRN of putative regulatory interactions between differentially expressed transcription factor (TF) genes and differentially expressed target genes found in both the Mips and Mips-MRP GRNs. TF genes (square nodes) directly regulate (gray edges) target genes (circular nodes). Nodes in red are genes with increased expression in *1mlpa* and *3mlpa*. Nodes in blue are genes with decreased expression in *1mlpa* and *3mlpa*. Nodes in yellow are genes with differing expression in *1mlpa* and *3mlpa*.

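The figure names 60 genes, of which 40 were DEGs in the Mips subset and 33 in Mips-MRP by edgeR. Adjusted over the list alone, 59 and 53 were DEGs, which is not independent evidence because the network was built from these samples. Of the 40 genes drawn as increased, 24 were DEGs in both subsets. The calls of the 40 genes were of higher expression in 58 cases and of lower expression in 0 in *1mlpa*, and in 31 and 1 in *3mlpa*. Of the 13 genes drawn as decreased, 8 were DEGs in the Mips subset and 2 in Mips-MRP, each time with lower expression, and none was a DEG in both. Of the 7 genes drawn as differing, 2 were DEGs in each subset. Among them, Glyma.13G363300 had an effect at stage 1 that differed between the subsets by 1.65 on the log2 scale (standard error 0.43, adjusted p = 0.00978 from the interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).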

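Of the 7 genes of Table 4, 6 were DEGs of the MRP subset by edgeR. Adjusted over the list alone, 7 were DEGs, which is not independent evidence since the paper chose the list from these samples. Glyma.19G164900, which lies 0.39 Mb from MRP-L, had log2 fold changes of 3.00, 4.03 and 2.72 at stage 1 against 2MWT, 2MWT-L and 2MWT-N (adjusted p = 1.24e-05, 7.54e-08 and 3.07e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.28, 2.71 and 2.37 at stage 2. Glyma.20G148300 had 3.24, 4.32 and 2.71 at stage 1 and 2.53, 4.37 and 2.51 at stage 2, the last with an adjusted p of 0.0214. Glyma.10G037100 had 2.58, 3.45 and 2.11 at stage 1, and Glyma.13G123500 had 2.83, 3.96 and 2.14 (adjusted p = 0.00146, 2e-05 and 0.00955), the last a call in 12 of the 36 fits that each left out 1 library. The 3 replicates of *2mlpa* exceeded those of each normal line in all of these comparisons but that of Glyma.19G164900 with 2MWT-N at stage 2. Of 2MWT-N at that stage, 1 replicate is the near-empty library. At stage 2 Glyma.01G119600 had 1.23, 1.78 and 1.60 (adjusted p = 0.00694, 5.91e-05 and 0.00289) and Glyma.07G190100 had 1.34, 1.48 and 1.70, while Glyma.04G085000 had -1.12 (adjusted p = 0.0153), -1.48 and -1.54 and was no DEG by edgeR. It was one by DESeq2 without the near-empty library and by edgeR with each comparison fitted on its own 6 libraries.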

As for the target genes in the MRP subset, seven were found in significant biological GO categories observed in the subset (Table 4). Most of these targets are seed storage proteins, which function in lipid storage, seed maturation, and responses to ABA stimulus. These seed storage proteins are putatively regulated by Glyma.05G032200 (MYB-related) and Glyma.07G060400 (bZIP), the latter of which encodes G-box binding factor 3 (GBF3).

**Table 4:** Putative target genes in the MRP subset with annotations for observed significant GO categories validated by *Arabidopsis* DAP-seq dataset and motif sequence analysis.

Gene name	*Arabidopsis* homolog	Gene symbol	Description	GO term	GO description(s)
Glyma.01G119600	AT2G40170	-	AT2G40170 protein	GO:0019915 GO:0050826	Lipid storage Response to freezing
Glyma.04G085000	AT4G32880	HB8	Homeobox-leucine zipper protein ATHB-8	GO:0010431	Seed maturation
Glyma.07G190100	AT1G61340	-	F-box protein	GO:0009961 GO:0006970	Response to 1-aminocyclopropane-1-carboxylic acid Response to osmotic stress
Glyma.10G037100	AT5G44120	CRA1, 12S STORAGE PROTEIN, CRU1	RmlC-like cupins superfamily protein	GO:0010431 GO:0071215	Seed maturation Cellular response to abscisic acid stimulus
Glyma.13G123500	AT1G03880	CRB, CRU2, CRU3	12S seed storage protein CRB (Cruciferin 2)	GO:0019915 GO:0071215 GO:0010431 GO:0050826	Lipid storage Cellular response to abscisic acid stimulus Seed maturation Response to freezing
Glyma.19G164900	AT5G44120	CRA1, 12S STORAGE PROTEIN, CRU1	RmlC-like cupins superfamily protein	GO:0010431 GO:0071215	Seed maturation Cellular response to abscisic acid stimulus
Glyma.20G148300	AT3G22640	PAP85	Vicilin-like seed storage protein (Glubulin)	GO:0019915 GO:0050826	Lipid storage Response to freezing

## Discussion

This study contributes to an elucidation of the key downstream effects on seed germination resulting from perturbation of seed phytic acid synthesis and storage.

### Regulation of Phosphate Ion Homeostasis in *lpa* Lines

Cellular phosphorus homeostasis is critical for normal seed development, maturation and subsequent germination (Theodorou and Plaxton, 1993). In all three *lpa* lines, enrichment was found for genes functioning in Pi homeostasis, indicating that the blocks in the phytic acid pathways do perturb cellular Pi homeostasis.

In the three *lpa* lines, Pi homeostasis enrichment was due to the same four genes – two genes encoding PAP17 and two genes encoding GDPD1. The two PAP17 and the two GDPD1 genes were downregulated in all three *lpa* lines at germination stage 2 and for the most part, were also downregulated at stage 3. Purple acid phosphatase (PAP) proteins are multifunctional proteins induced under Pi starvation and catalyze the hydrolysis of Pi from monoesters and anhydrides for the transport and recycling of Pi (Veljanovski et al., 2006). In particular, PAP17 also has peroxidation activity, functioning in the metabolism of reactive oxygen species (del Pozo et al., 1999). GDPD1 hydrolyzes glycerophosphodiesters and is also induced by Pi starvation, during which it likely releases Pi from phospholipids (Cheng et al., 2011). 

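The C2H2 TF gene Glyma.08G092300 was a DEG at stage 1 of the Mips subset, with a log2 fold change of -2.26 in *1mlpa* (standard error 0.49, adjusted p = 0.00279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), all 3 replicates below those of 1MWT, and a call in 14 of the 18 fits that each left out 1 library. At stages 2 and 3, where the PAP17 and GDPD1 genes were lower, it had -0.84 (adjusted p = 0.164) and -0.85 (adjusted p = 0.155) in *1mlpa*. In *2mlpa* its log2 fold changes at these stages lay between -1.10 and 0.44, and in *3mlpa* they were 0.16 and -0.91, none a call.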

According to regulatory network inference and motif sequence analysis, all four Pi homeostasis genes are putatively regulated by Glyma.08G092300, which encodes a C2H2 TF. This TF may in part be responsible for downregulating Pi homeostasis genes in *lpa* lines. Downregulation of PAP17 and GDPD1 in *lpa* seeds suggests that sufficient, if not more than sufficient, cellular Pi levels are present. The increased Pi levels in *lpa* seeds may perturb Pi homeostasis in such a way that normal cell metabolism is disrupted, inducing cellular stress and ultimately reducing seed viability. Thus, reducing PAP17 and GDPD1 expression in *lpa* seeds may be an attempt to recover Pi homeostasis.

### Downstream Effects of Perturbed *Myo*-Inositol Metabolism in *mips1* Mutants

Phytic acid biosynthesis requires a substrate supply of *myo*-inositol and phosphate. The sole source of *myo*-inositol comes from the activity of the enzyme MIPS. Previous studies not just limited to soybean have also shown that loss-of-function mutations in MIPS1 are associated with impaired seed and plant performance (Meis et al., 2003; Pilu et al., 2003; Nunes et al., 2006; Obendorf et al., 2009; Donahue et al., 2010). Given that *myo*-inositol synthesis *via* MIPS is considered a part of general housekeeping (Chiera et al., 2004; Raboy, 2009a), it is not surprising that perturbing its expression can be detrimental or even lethal in some cases (Raboy, 2009a). In fact, MIPS2 (Glyma.11G238800) expression was increased in *1mlpa* in all three germination stages, perhaps in an attempt to restore the *myo*-inositol pool. In *lpa* lines *1mlpa* and *3mlpa*, increased expression was observed in ITPK1- and ITPK4-encoding genes as well, which interestingly are the ITPKs perturbation of which was demonstrated to reduce phytic acid in *Arabidopsis* mutants (Kim and Tai, 2011; Kuo et al., 2018). Also unique to the *mips1* mutation were significant expression changes in PIP5K encoding genes. These enzymes function in inositol pyrophosphate synthesis by phosphorylating InsP_7_ (derived from phytic acid) to InsP_8_. Changes in their gene expression is significant because of inositol pyrophosphates’ recognition as “energetic signaling” molecules, with roles in energetic metabolism, hormone signaling, and Pi sensing (Freed et al., 2020).

In the germination GRNs from this study and the developing seed GRN from the previous study (Redekar et al., 2017), the *lpa* lines carrying the *mips1* mutation (*1mlpa* and *3mlpa*) were significantly enriched for numerous stress responses. Genes encoding proteins functioning in these stress responses had increased expression in the *lpa* lines, indicating that *1mlpa* and *3mlpa* seeds have increased stress, thus impairing their viability and performance and ultimately reducing germination and emergence. Disruption of the *myo*-inositol metabolic pathway may have a negative effect on seed viability due to *myo*-inositol’s multifunctional nature in plant metabolism. In fact, several such effects that were found in this study are in accordance with the roles of *myo*-inositol (Loewus et al., 1973; Murthy, 1996; Obendorf, 1997; Peterbauer et al., 1998; Peterbauer and Richter, 1998; Slovin et al., 1999; Loewus and Murthy, 2000). For example, significant enrichment was found for genes functioning in the auxin pathway, cell death, cell wall metabolism, stress processes, and other carbohydrate metabolic pathways requiring *myo*-inositol as a precursor. In the case of stress, the increased expression of stress-related genes in *1mlpa* and *3mlpa* may in part be due to *myo*-inositol’s role as a substrate for the biosynthesis of raffinose, galactopinitol, and *O*-methyl inositols, which participate in stress-related responses and seed desiccation tolerance (Horbowicz and Obendorf, 1994; Obendorf, 1997; Peterbauer et al., 1998; Peterbauer and Richter, 1998). Therefore, changes in the contents of these compounds may alter *lpa* seeds’ ability to tolerate stress and desiccation. In additional support, MIPS1 is also required for cell death suppression (Donahue et al., 2010), and 145 and 80 genes involved in cell death were differentially expressed in *1mlpa* and *3mlpa*, respectively, suggesting cell death regulation is abnormal in these lines. The examples presented here demonstrate that depletion of the *myo*-inositol pool impact pathways that may affect seed viability in *1mlpa* and *3mlpa*. Thus, due to its many roles, perhaps MIPS1 is not the best target for conditioning the *lpa* phenotype in crop seeds.

### *Myo*-Inositol Metabolism and Seed Storage Proteins in *mrp-1*/*mrp-n* Mutant

Following synthesis, phytic acid and the mineral cations it chelates are transported into protein storage vacuoles (Lott et al., 1995). MRP proteins from the ABC transporter family are responsible for phytic acid transport and accumulation, as loss-of-function of these transporters can result in the *lpa* trait (Shi et al., 2007; Nagy et al., 2009; Saghai Maroof et al., 2009; Xu et al., 2009; Panzeri et al., 2011). Shi et al. (2007) hypothesize that phytic acid is not transported for storage but instead hydrolyzed in the cytoplasm by endogenous phytases in such *mrp* mutants, thereby preventing phytic acid accumulation. This is supported by concomitant increases in inositol intermediates and *myo*-inositol content (Shi et al., 2007; Israel et al., 2011). With elevated *myo*-inositol levels, it would be expected for other metabolic pathways utilizing *myo*-inositol to also be affected. Accordingly, *2mlpa* has increased expression in genes functioning in inositol trisphosphate metabolism, phosphatidylinositol transport, and *myo*-inositol transport. Alterations in inositol trisphosphate metabolism are noteworthy because it implies signal transduction is abnormal in *2mlpa*. 

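Glyma.17G219300 had log2 fold changes of 1.93, 2.64 and 1.91 in *2mlpa* at stage 1 against 2MWT, 2MWT-L and 2MWT-N (standard errors 0.17, 0.17 and 0.16, adjusted p = 1.16e-09, 1.55e-12 and 1.08e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At stage 2 they were 1.47, 1.84 and 1.47, and at stage 3 they were 1.30, 1.03 and 0.95 (adjusted p = 2.81e-06, 8.94e-05 and 0.000366), the last under the fold-change threshold. All 3 replicates of *2mlpa* exceeded those of each normal line at each stage, where 1 replicate of 2MWT-N at stage 2 is the near-empty library. The calls at stages 1 and 2 were made in all 36 fits that each left out 1 library.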

One such gene that was upregulated was Glyma.17G219300 encoding a G-protein coupled receptor 1 (GCR1). G-protein coupled receptors function in the phosphatidylinositol signaling pathway, ultimately yielding two significant signaling molecules: inositol 1,4,5-trisphosphate (IP3) and diacylglycerol (DAG; Gilman, 1987). Consequently, the GCR1 encoding gene along with the other DEGs in inositol trisphosphate metabolism suggest irregular signaling may be a feature of *2mlpa*, all of which is a result of an elevated *myo*-inositol pool.

In *2mlpa*, increased expression was found in a number of genes encoding seed storage proteins. Many of these genes encode vicilin-like seed storage proteins and RmlC-like cupin 12S storage proteins. Seed storage proteins have particular importance because they provide an amino acid reserve for use during germination and seedling growth (Shewry et al., 1995). Whether an increase in protein storage content is a detriment to seed vigor is unclear. According to this network analysis, two genes were responsible for the upregulation of these genes’ expression – Glyma.05G032200 and Glyma.07G060400, encoding an MYB-related TF and GBF3, respectively. The induction of these TFs and the seed storage protein genes they putatively regulate is discussed further below.

### Altered Regulation in Auxin and ABA Signaling in *lpa* Seeds

Both phytic acid and *myo*-inositol are critical for normal auxin signaling. Phytic acid itself is in fact a cofactor of transport inhibitor response 1 (TIR1), an auxin receptor and primary mediator of auxin-regulated responses (Tan et al., 2007), and *myo*-inositol is essential for proper auxin transport and localization (Luo et al., 2011). Hence, it should not be surprising that auxin physiology was affected in the *lpa* mutants *1mlpa* and *3mlpa*, where 163 auxin-related genes were differentially expressed between *1mpa* and 1MWT and 155 differentially expressed between *3mlpa* and 3MWT. This finding is consistent with the previous seed development study using the same soybean lines (Redekar et al., 2017). Auxin signaling is a requirement for seed dormancy and germination inhibition but is so because it functions to enhance ABA action (Liu et al., 2013). In the current study, genes were identified encoding AUXIN RESPONSE FACTOR 10 (ARF10), an element that mediates crosstalk between auxin and the ABA signaling pathway during germination (Liu et al., 2013). These ARF10 genes, Glyma.13G325200 in *1mlpa* and Glyma.12G076200 and Glyma.13G325200 in *3mlpa*, had increased expression, which could affect the branch of the ABA pathway regulating germination in these lines. 

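Glyma.13G325200 had a log2 fold change of 1.71 in *1mlpa* at stage 3 (standard error 0.30, adjusted p = 0.000826 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.17 (adjusted p = 0.0288) and -0.05 at stages 1 and 2. In *3mlpa* it had 1.74 at stage 1 (standard error 0.33, adjusted p = 0.00285), 1.22 at stage 2 (adjusted p = 0.0217, a call by DESeq2) and 1.53 at stage 3 (standard error 0.27, adjusted p = 0.00128). Glyma.12G076200 had 1.53 at stage 1 (standard error 0.31, adjusted p = 0.00471) in *3mlpa* and -0.25 and -0.33 at stages 2 and 3. In each called comparison all 3 *lpa* replicates exceeded those of the normal line. Fitted on the 6 libraries of stage 1 alone, the calls of both genes in *3mlpa* at stage 1 were not made.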

In fact, 345 and 209 ABA-related genes were differentially expressed in the *1mlpa* and *3mlpa* lines, respectively. Not only was the ABA pathway affected in this study, but it was also affected in transcriptome and proteome studies of germinating *lpa* soybeans also carrying *mips1* mutations (Yuan et al., 2017; Yu et al., 2019). This is significant as ABA is the sole hormone known to trigger and maintain seed dormancy and is a major inhibitor of seed germination (Cutler et al., 2010; Hubbard et al., 2010). 

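Besides Glyma.10G071700, the gene Glyma.13G153200 had log2 fold changes of 2.06 (standard error 0.24, adjusted p = 1.15e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.44 (standard error 0.23, adjusted p = 0.000682) in *1mlpa* at stages 1 and 2 and of 0.25 at stage 3. In *3mlpa* it had 1.38 (standard error 0.24, adjusted p = 0.00174), 0.96 (adjusted p = 0.0463) and 0.58 at the 3 stages. All 3 *lpa* replicates exceeded those of the normal line at stages 1 and 2, and the calls in *1mlpa* and *3mlpa* were made in all 18 fits that each left out 1 library of the subset. With the 6 libraries of stage 1 alone, the call in *3mlpa* was not made.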

Among the differentially expressed ABA genes identified in this study, Glyma.10G071700 and Glyma.13G153200 had increased expression in *1mlpa* and *3mlpa* and encode the bZIP TF ABI5. ABI5 reactivates late embryogenesis programs and arrests embryo growth during germination, causing the embryo to go into a state of dormancy. This is an adaptive response to environmental stress mediated by ABA with ABI5 functioning to maintain the quiescent state (Lopez-Molina et al., 2001). Thus, increased expression of ABI5 in *1mlpa* and *3mlpa* could promote seed dormancy and interfere with the embryos’ ability to resume growth.

The GRN from this study predicted two other TF genes, Glyma.04G24900 and Glyma.06G114000, as putative regulators of ABA-related genes in both the Mips and Mips-MRP genotypic subsets. Interestingly, these two TF genes are paralogs corresponding to the same *Arabidopsis* homolog, ATAF1, a TF whose transcript expression is induced in response to ABA and functions to positively regulate ABA biosynthesis (Jensen et al., 2013). In *Arabidopsis* ATAF1 overexpression studies, Wu et al. (2009) found that increased ATAF1 expression confers ABA hypersensitivity, oxidative stress hypersensitivity, and interferes with plant development. Both ATAF1-encoding genes were upregulated in *1mlpa* and *3mlpa*. Therefore, increased ATAF1 expression in *1mlpa* and *3mlpa* could contribute to the induction of ABA-responsive gene expression and thus irregularities in ABA signaling, such as upregulation of genes encoding ABI1, ABF2, AFP2, and PP2CA and downregulation of those encoding ABI4. Such expression disparities in prominent genes of the ABA signaling pathway could have serious effects on *1mlpa* and *3mlpa* seeds’ potential to complete germination and have normal seedling growth. Consistent with this study’s findings, Donahue et al. (2010) also observed impaired germination and increased ABA sensitivity during germination in *Arabidopsis mips1* mutants.

Despite carrying mutations affecting a different aspect of the phytic acid pathway, *2mlpa* from the MRP genotypic subset also had enrichment for stress responses and abnormalities in ABA signaling. Several of the ABA-related genes that were differentially expressed in *2mlpa* were seed storage proteins, the content of which is influenced by ABA, with high ABA levels stimulating their induction (Bray and Beachy, 1985; Finkelstein et al., 1985; Kagaya et al., 2005). According to their *Arabidopsis* homologs, ABA stimulus also induces expression of the two TF genes found to regulate the seed storage protein genes (Lu et al., 1996; Yanhui et al., 2006). These TF genes, the MYB-related TF encoded by Glyma.05G032200 and GBF3 encoded by Glyma.07G060400, had significantly increased expression in *2mlpa* in all three germination stages. 

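Glyma.05G032200 was a DEG at stage 1, with log2 fold changes of 1.62, 2.08 and 1.87 in *2mlpa* against 2MWT, 2MWT-L and 2MWT-N (standard errors 0.31, 0.32 and 0.31, adjusted p = 0.00134, 4.75e-05 and 0.000192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and all 3 replicates above those of each normal line. At stages 2 and 3 its log2 fold changes lay between 0.04 and 0.36 and none was a call. Glyma.07G060400 had 1.02 (adjusted p = 0.00954), 1.27 (adjusted p = 0.000451) and 1.07 (adjusted p = 0.028) at stage 2. All 3 replicates were higher in each comparison, where 1 replicate of 2MWT-N is the near-empty library. The gene is no DEG, since the third comparison is no call. It was called in all 3 comparisons by DESeq2 without the near-empty library, and by edgeR with each comparison fitted on its own 6 libraries. The call against 2MWT was made in 12 of the 36 fits that each left out 1 library. At stages 1 and 3 its log2 fold changes lay between -0.15 and 0.84, without a call.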

Increased expression of the two TF genes and the storage proteins they putatively regulate suggests ABA levels are increased in the seeds of *lpa* line *2mlpa*. Correspondingly, GCR1 (Glyma.17G219300), which was upregulated in *2mlpa*, is a regulator of ABA signaling and has demonstrated involvement in seed dormancy according to its *Arabidopsis* homolog (AT1G48270; Chen et al., 2004; Pandey and Assmann, 2004). Thus, like *1mlpa* and *3mlpa*, the observed expression changes of ABA-related genes in *2mlpa* could promote seed dormancy and thereby inhibit germination.

Though different components of the ABA signaling pathway were affected, it is notable that the pathway was disrupted in all three *lpa* lines and that it was also disrupted in the previous seed development study utilizing the same lines as well as in other germination studies on *lpa* soybeans (Redekar et al., 2017; Yuan et al., 2017; Yu et al., 2019). Hence, because ABA has a major influence on seed dormancy and germination, its perturbed function in *lpa* soybean seeds may significantly contribute to the poor seed germination associated with these mutations. Consequently, the relationship between seed phytic acid content and ABA signaling warrants further investigation.

### Applying Results to Engineering or Breeding Enhanced Performance in *lpa* Crops

The new knowledge reported here of the transcriptome impacts during seed germination of various combinations of mutations in the *mips1* and *mrp* genes should prove invaluable both in understanding the molecular basis of the observed negative pleiotropic effects but also in identifying gene targets for engineering reduced negative effects, while maintaining desirable seed chemistry phenotypes. Taken together, the work reported here along with that of Yuan et al. (2017) illustrate the complexity of the downstream impacts on seed function of *mips*, *mrp*, and other *lpa* mutations. Broad impacts on P homeostasis, inositol phosphate signaling, starch metabolism, photosynthesis pathways, ABA signaling, and stress response make picking individual targets for engineering to reduce negative effects and restore nominal function challenging. In light of this complexity, traditional plant breeding approaches, such as recurrent selection for performance and yield within *lpa* lines or populations, as a compliment to targeted gene engineering, might prove effective in reducing these impacts, as concluded by Raboy (2020) and Colombo et al. (2020). An excellent example of this is illustrated by the work of Yuan et al. (2017). A single plant within a soybean *mips* population was identified that retained the *mips* mutation and *lpa* trait, but that had reduced negative effects on seed viability and germination. The molecular or genetic basis for this modification of the negative effects of the *mips* mutation has not yet been described.

While *mrp* mutations are effective in reducing seed phytic acid, in light of the many negative downstream effects previously reported and further elucidated by the transcriptome analyses reported here, perhaps use of alternative gene targets that have less impact on plant and seed performance would be recommended (Raboy, 2009a). An example of this would be a putative soybean ortholog of the barley and rice SPDT genes, which encodes a phosphorus transporter important to phytic acid synthesis (Raboy et al., 2015; Yamaji et al., 2017). Perturbations in these genes reduce seed phytic acid and seed total phosphorus but have little negative impact on plant and seed function or yield.

In contrast to the *mrp* mutations, *mips* mutations, in addition to reducing seed phytic acid also result in reduced raffinosaccharides and increased sucrose, a unique and highly desirable soybean seed phenotype (Saghai Maroof and Buss, 2011; Redekar et al., 2020). Therefore, there is added value in developing soybean *mips* lines with good field performance and yield. In addition to traditional breeding, methods for highly targeted gene engineering are advancing and this approach might prove valuable in the case of the *mips* mutations. An example that supports this possible approach is that described by Lee et al. (2015). This first case of engineering of a gene to serve as a modifier of poor fertility and growth of an *lpa* mutant targeted the *Arabidopsis* “Gle mRNA export factor.” The negative effects on vegetative growth and fertility observed in low-seed phytate *Arabidopsis* lines conditioned by knock-out of its Ipk1 (inositol pentakisphosphate 2-kinase) gene were rescued by engineering allelic variants of the Gle mRNA export factor for elevated Ins P6 sensitivity. The challenge then would be to use the data obtained here and in other similar studies to identify one or a few genes engineering of which would reduce the negative downstream effects of *mips* mutations.

## Conclusion

Disruption of phytic acid synthesis and accumulation elicited stress responses in the *mips1* and *mrp-l*/*mrp-n* mutants during seed germination. In addition to direct effects of reduced phytic acid, another origin of this stress is altered Pi homeostasis due to increased cellular Pi content and altered cellular *myo*-inositol content, which is diminished in *1mlpa* and *3mlpa* and increased in *2mlpa*. The downstream implications of these changes in Pi and *myo*-inositol content are manifold and could easily be cause for stress, thereby affecting normal cell functioning, seed viability, and ultimately germination and emergence potential. How this relates to the altered regulation in ABA signaling observed in all three *lpa* lines remains to be seen, but the changes observed in ABA signaling are significant, as ABA is a primary regulator of seed dormancy and inhibits germination. These findings, as well as findings in previous studies, indicate changes in ABA signaling may also interfere with germination potential in *lpa* seeds.

The broadness and complexity of the negative pleiotropic effects of these mutations indicate that targeted engineering to reduce these effects might prove challenging. While efforts at such targeted engineering should proceed, these results support the contention that traditional plant breeding within *lpa* lines and populations for plant and seed performance and yield would be a valuable compliment to targeted engineering in the effort to develop high-yielding *lpa* lines.

Lastly, to establish how the discovered biological processes are differentially regulated in the *lpa* lines used in this study, the GRNs constructed for each subset of genotypes are publicly available, consisting of interactions between TF genes and the target genes they putatively regulate. These interactions aim to help clarify the differential regulation of germination in *lpa* soybean seeds.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

LD and MS designed the experiment with SL’s participation. LD performed the sequencing experiments and analyzed the data and prepared the original draft of the manuscript. LD, MS, SL, and VR reviewed, edited, and finalized the paper. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[ref1] BanfM.RheeS. Y. (2017). Computational inference of gene regulatory networks: approaches, limitations and opportunities. Biochim. Biophys. Acta Gene Regul. Mech. 1860, 41–52. 10.1016/j.bbagrm.2016.09.003, PMID: 27641093

[ref2] Bellieny-RabeloD.De OliveiraE. A.RibeiroE. S.CostaE. P.OliveiraA. E.VenancioT. M. (2016). Transcriptome analysis uncovers key regulatory and metabolic aspects of soybean embryonic axes during germination. Sci. Rep. 6:36009. 10.1038/srep3600927824062PMC5099898

[ref3] BewleyJ. D. (1997). Seed germination and dormancy. Plant Cell 9, 1055–1066. 10.1105/tpc.9.7.1055, PMID: 12237375PMC156979

[ref4] BlackmanS. A.ObendorfR. L.LeopoldA. C. (1995). Desiccation tolerance in developing soybean seeds—the role of stress proteins. Physiol. Plant. 93, 630–638. 10.1111/j.1399-3054.1995.tb05110.xPMC107554216652951

[ref5] BohnL.MeyerA. S.RasmussenS. K. (2008). Phytate: impact on environment and human nutrition. A challenge for molecular breeding. J. Zhejiang Univ. Sci. B 9, 165–191. 10.1631/jzus.B0710640, PMID: 18357620PMC2266880

[ref6] BoveJ.JullienM.GrappinP. (2002). Functional genomics in the study of seed germination. Genome Biol. 3:reviews1002. 10.1186/gb-2001-3-1-reviews1002, PMID: 11806832PMC150456

[ref7] BowenD. E.SouzaE. J.GuttieriM. J.RaboyV.FuJ. (2007). A low phytic acid barley mutation alters seed gene expression. Crop Sci. 47, S-149–S-159. 10.2135/cropsci2006.07.0456tpg

[ref8] BrayE. A.BeachyR. N. (1985). Regulation by ABA of beta-conglycinin expression in cultured developing soybean cotyledons. Plant Physiol. 79, 746–750. 10.1104/pp.79.3.746, PMID: 16664485PMC1074964

[ref9] BregitzerP.RaboyV. (2006). Effects of four independent low-phytate mutations on barley agronomic performance. Crop Sci. 46, 1318–1322. 10.2135/cropsci2005.09-0301

[ref10] BrownK. H.SolomonsN. W. (1991). Nutritional problems of developing countries. Infect. Dis. Clin. N. Am. 5, 297–317. 10.1016/S0891-5520(20)30739-X, PMID: 1869811

[ref11] CampionB.SparvoliF.DoriaE.TagliabueG.GalassoI.FileppiM.. (2009). Isolation and characterisation of an *lpa* (low phytic acid) mutant in common bean (*Phaseolus vulgaris* L.). Theor. Appl. Genet.118, 1211–1221. 10.1007/s00122-009-0975-8, PMID: 19224193

[ref12] ChenJ. G.PandeyS.HuangJ.AlonsoJ. M.EckerJ. R.AssmannS. M.. (2004). GCR1 can act independently of heterotrimeric G-protein in response to brassinosteroids and gibberellins in *Arabidopsis* seed germination. Plant Physiol.135, 907–915. 10.1104/pp.104.038992, PMID: 15181210PMC514125

[ref13] ChengY.ZhouW.El SheeryN. I.PetersC.LiM.WangX.. (2011). Characterization of the *Arabidopsis* glycerophosphodiester phosphodiesterase (GDPD) family reveals a role of the plastid-localized AtGDPD1 in maintaining cellular phosphate homeostasis under phosphate starvation. Plant J.66, 781–795. 10.1111/j.1365-313X.2011.04538.x, PMID: 21323773

[ref14] ChieraJ. M.FinerJ. J.GrabauE. A. (2004). Ectopic expression of a soybean phytase in developing seeds of *Glycine max* to improve phosphorus availability. Plant Mol. Biol. 56, 895–904. 10.1007/s11103-004-5293-6, PMID: 15821988

[ref15] ColomboF.PaoloD.CominelliE.SparvoliF.NielsenE.PiluR. (2020). MRP transporters and *low phytic acid* mutants in major crops: main pleiotropic effects and future perspectives. Front. Plant Sci. 11:1301. 10.3389/fpls.2020.01301, PMID: 32973854PMC7481554

[ref16] CutlerS. R.RodriguezP. L.FinkelsteinR. R.AbramsS. R. (2010). Abscisic acid: emergence of a core signaling network. Annu. Rev. Plant Biol. 61, 651–679. 10.1146/annurev-arplant-042809-112122, PMID: 20192755

[ref17] del PozoJ. C.AllonaI.RubioV.LeyvaA.de la PenaA.AragoncilloC.. (1999). A type 5 acid phosphatase gene from *Arabidopsis thaliana* is induced by phosphate starvation and by some other types of phosphate mobilising/oxidative stress conditions. Plant J.19, 579–589. 10.1046/j.1365-313X.1999.00562.x, PMID: 10504579

[ref18] DeMersL. C.RedekarN. R.KachrooA.TolinS. A.LiS.Saghai MaroofM. A. (2020). A transcriptional regulatory network of *Rsv3*-mediated extreme resistance against *soybean mosaic virus*. PLoS One 15:e0231658. 10.1371/journal.pone.0231658, PMID: 32315334PMC7173922

[ref19] DobinA.DavisC. A.SchlesingerF.DrenkowJ.ZaleskiC.JhaS.. (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics29, 15–21. 10.1093/bioinformatics/bts635, PMID: 23104886PMC3530905

[ref20] DonahueJ. L.AlfordS. R.TorabinejadJ.KerwinR. E.NourbakhshA.RayW. K.. (2010). The *Arabidopsis thaliana myo*-inositol 1-phosphate synthase1 gene is required for *myo*-inositol synthesis and suppression of cell death. Plant Cell22, 888–903. 10.1105/tpc.109.071779, PMID: 20215587PMC2861443

[ref21] FaitA.AngeloviciR.LessH.OhadI.Urbanczyk-WochniakE.FernieA. R.. (2006). *Arabidopsis* seed development and germination is associated with temporally distinct metabolic switches. Plant Physiol.142, 839–854. 10.1104/pp.106.086694, PMID: 16963520PMC1630763

[ref22] FaithJ. J.HayeteB.ThadenJ. T.MognoI.WierzbowskiJ.CottarelG.. (2007). Large-scale mapping and validation of *Escherichia coli* transcriptional regulation from a compendium of expression profiles. PLoS Biol.5:e8. 10.1371/journal.pbio.0050008, PMID: 17214507PMC1764438

[ref23] FinkelsteinR. R.TenbargeK. M.ShumwayJ. E.CrouchM. L. (1985). Role of ABA in maturation of rapeseed embryos. Plant Physiol. 78, 630–636. 10.1104/pp.78.3.630, PMID: 16664296PMC1064789

[ref24] FisherR. A. (1992). “Statistical methods for research workers,” in Breakthroughs in Statistics. eds. KotzS.JohnsonN. L. (New York, NY: Springer New York), 66–70.

[ref25] FreedC.AdepojuO.GillaspyG. (2020). Can inositol pyrophosphates inform strategies for developing low phytate crops? Plan. Theory 9:115. 10.3390/plants9010115, PMID: 31963418PMC7020182

[ref26] GilmanA. G. (1987). G proteins: transducers of receptor-generated signals. Annu. Rev. Biochem. 56, 615–649. 10.1146/annurev.bi.56.070187.003151, PMID: 3113327

[ref27] GrantD.NelsonR. T.CannonS. B.ShoemakerR. C. (2010). SoyBase, the USDA-ARS soybean genetics and genomics database. Nucleic Acids Res. 38, D843–D846. 10.1093/nar/gkp798, PMID: 20008513PMC2808871

[ref28] GuttieriM.BowenD.DorschJ. A.RaboyV.SouzaE. (2004). Identification and characterization of a low phytic acid wheat. Crop Sci. 44, 418–424. 10.2135/cropsci2004.4180

[ref29] HamptonJ. G.TeKronyD. M. (1995). Handbook of Vigour Test Methods. Zurich, Switzerland: The International Seed Testing Association.

[ref30] HaqueS.AhmadJ. S.ClarkN. M.WilliamsC. M.SozzaniR. (2019). Computational prediction of gene regulatory networks in plant growth and development. Curr. Opin. Plant Biol. 47, 96–105. 10.1016/j.pbi.2018.10.005, PMID: 30445315

[ref31] HauryA. C.MordeletF.Vera-LiconaP.VertJ. P. (2012). TIGRESS: trustful inference of gene regulation using stability selection. BMC Syst. Biol. 6:145. 10.1186/1752-0509-6-145, PMID: 23173819PMC3598250

[ref32] HeckerM.LambeckS.ToepferS.van SomerenE.GuthkeR. (2009). Gene regulatory network inference: data integration in dynamic models—a review. Biosystems 96, 86–103. 10.1016/j.biosystems.2008.12.004, PMID: 19150482

[ref33] HitzW. D.CarlsonT. J.KerrP. S.SebastianS. A. (2002). Biochemical and molecular characterization of a mutation that confers a decreased raffinosaccharide and phytic acid phenotype on soybean seeds. Plant Physiol. 128, 650–660. 10.1104/pp.010585, PMID: 11842168PMC148927

[ref34] HorbowiczM.ObendorfR. L. (1994). Seed desiccation tolerance and storability: dependence on flatulence-producing oligosaccharides and cyclitols-review and survey. Seed Sci. Res. 4, 385–405. 10.1017/S0960258500002440

[ref35] HowellK. A.NarsaiR.CarrollA.IvanovaA.LohseM.UsadelB.. (2009). Mapping metabolic and transcript temporal switches during germination in rice highlights specific transcription factors and the role of RNA instability in the germination process. Plant Physiol.149, 961–980. 10.1104/pp.108.129874, PMID: 19074628PMC2633829

[ref36] HubbardK. E.NishimuraN.HitomiK.GetzoffE. D.SchroederJ. I. (2010). Early abscisic acid signal transduction mechanisms: newly discovered components and newly emerging questions. Genes Dev. 24, 1695–1708. 10.1101/gad.1953910, PMID: 20713515PMC2922499

[ref37] Huynh-ThuV. A.IrrthumA.WehenkelL.GeurtsP. (2010). Inferring regulatory networks from expression data using tree-based methods. PLoS One 5:e12776. 10.1371/journal.pone.0012776, PMID: 20927193PMC2946910

[ref38] IsraelD. W.TaliercioE.KwanyuenP.BurtonJ. W.DeanL. (2011). Inositol metabolism in developing seed of low and normal phytic acid soybean lines. Crop Sci. 51, 282–289. 10.2135/cropsci2010.03.0123

[ref39] JensenM. K.LindemoseS.de MasiF.ReimerJ. J.NielsenM.PereraV.. (2013). ATAF1 transcription factor directly regulates abscisic acid biosynthetic gene NCED3 in *Arabidopsis thaliana*. FEBS Open Bio3, 321–327. 10.1016/j.fob.2013.07.006, PMID: 23951554PMC3741915

[ref40] JiangH.LeiR.DingS. W.ZhuS. (2014). Skewer: a fast and accurate adapter trimmer for next-generation sequencing paired-end reads. BMC Bioinform. 15:182. 10.1186/1471-2105-15-182, PMID: 24925680PMC4074385

[ref41] JinJ.TianF.YangD. C.MengY. Q.KongL.LuoJ.. (2017). PlantTFDB 4.0: toward a central hub for transcription factors and regulatory interactions in plants. Nucleic Acids Res.45, D1040–D1045. 10.1093/nar/gkw982, PMID: 27924042PMC5210657

[ref42] KagayaY.OkudaR.BanA.ToyoshimaR.TsutsumidaK.UsuiH.. (2005). Indirect ABA-dependent regulation of seed storage protein genes by FUSCA3 transcription factor in *Arabidopsis*. Plant Cell Physiol.46, 300–311. 10.1093/pcp/pci031, PMID: 15695463

[ref43] KimS. I.TaiT. H. (2011). Identification of genes necessary for wild-type levels of seed phytic acid in *Arabidopsis thaliana* using a reverse genetics approach. Mol. Gen. Genomics. 286, 119–133. 10.1007/s00438-011-0631-2, PMID: 21698461

[ref44] KroukG.LingemanJ.ColonA. M.CoruzziG.ShashaD. (2013). Gene regulatory networks in plants: learning causality from time and perturbation. Genome Biol. 14:123. 10.1186/gb-2013-14-6-12323805876PMC3707030

[ref45] KrugerN. J.von SchaewenA. (2003). The oxidative pentose phosphate pathway: structure and organisation. Curr. Opin. Plant Biol. 6, 236–246. 10.1016/S1369-5266(03)00039-6, PMID: 12753973

[ref46] KuoH. F.HsuY. Y.LinW. C.ChenK. Y.MunnikT.BrearleyC. A.. (2018). *Arabidopsis* inositol phosphate kinases IPK1 and ITPK1 constitute a metabolic pathway in maintaining phosphate homeostasis. Plant J.95, 613–630. 10.1111/tpj.1397429779236

[ref47] LarsonS. R.RutgerJ. N.YoungK. A.RaboyV. (2000). Isolation and genetic mapping of a non-lethal rice (*Oryza sativa* L.) *low phytic acid 1* mutation. Crop Sci. 40, 1397–1405. 10.2135/cropsci2000.4051397x

[ref48] LarsonS. R.YoungK. A.CookA.BlakeT. K.RaboyV. (1998). Linkage mapping of two mutations that reduce phytic acid content of barley grain. Theor. Appl. Genet. 97, 141–146. 10.1007/s001220050878

[ref49] LeeH. S.LeeD. H.ChoH. K.KimS. H.AuhJ. H.PaiH. S. (2015). InsP6-sensitive variants of the Gle1 mRNA export factor rescue growth and fertility defects of the *ipk1* low-phytic-acid mutation in *Arabidopsis*. Plant Cell 27, 417–431. 10.1105/tpc.114.132134, PMID: 25670768PMC4456929

[ref50] LiY.PearlS. A.JacksonS. A. (2015). Gene networks in plant biology: approaches in reconstruction and analysis. Trends Plant Sci. 20, 664–675. 10.1016/j.tplants.2015.06.013, PMID: 26440435

[ref51] LiaoY.SmythG. K.ShiW. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30, 923–930. 10.1093/bioinformatics/btt656, PMID: 24227677

[ref52] LiuX.ZhangH.ZhaoY.FengZ.LiQ.YangH. Q.. (2013). Auxin controls seed dormancy through stimulation of abscisic acid signaling by inducing ARF-mediated ABI3 activation in *Arabidopsis*. Proc. Natl. Acad. Sci. U. S. A.110, 15485–15490. 10.1073/pnas.130465111023986496PMC3780901

[ref53] LoewusF. A.ChenM.-S.LoewusM. W. (1973). “The myo-inositol oxidation pathway to cell wall polysaccharides,” in Biogenesis of Plant Cell Wall Polysaccharides. ed. LoewusF. A. (New York: Academic Press, Inc.), 1–28.

[ref54] LoewusF. A.MurthyP. P. N. (2000). *Myo*-inositol metabolism in plants. Plant Sci. 150, 1–19. 10.1016/S0168-9452(99)00150-8

[ref55] Lopez-MolinaL.MongrandS.ChuaN. H. (2001). A postgermination developmental arrest checkpoint is mediated by abscisic acid and requires the ABI5 transcription factor in *Arabidopsis*. Proc. Natl. Acad. Sci. U. S. A. 98, 4782–4787. 10.1073/pnas.08159429811287670PMC31911

[ref56] LottJ. N. A.GreenwoodJ. S.BattenG. D. (1995). “Mechanisms and regulation of mineral nutrient storage during seed development,” in Seed Development and Germination. eds. KigelJ.GaliliG. (New York: Marcel Dekker Inc.), 215.

[ref57] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15:550. 10.1186/s13059-014-0550-825516281PMC4302049

[ref58] LuG.PaulA. L.McCartyD. R.FerlR. J. (1996). Transcription factor veracity: is GBF3 responsible for ABA-regulated expression of *Arabidopsis* Adh? Plant Cell 8, 847–857. 10.1105/tpc.8.5.847, PMID: 8672884PMC161143

[ref59] LuoY.QinG.ZhangJ.LiangY.SongY.ZhaoM.. (2011). D-*myo*-inositol-3-phosphate affects phosphatidylinositol-mediated endomembrane function in *Arabidopsis* and is essential for auxin-regulated embryogenesis. Plant Cell23, 1352–1372. 10.1105/tpc.111.083337, PMID: 21505066PMC3101546

[ref108] MarbachD.CostelloJ. C.KüffnerR.VegaN. M.PrillR. J.CamachoD. M.. (2012). Wisdom of crowds for robust gene network inference. Nat. Methods9, 796–804. 10.1038/nmeth.201622796662PMC3512113

[ref60] MargolinA. A.NemenmanI.BassoK.WigginsC.StolovitzkyG.Dalla FaveraR.. (2006). ARACNE: an algorithm for the reconstruction of gene regulatory networks in a mammalian cellular context. BMC Bioinform.7:S7. 10.1186/1471-2105-7-S1-S7PMC181031816723010

[ref61] MeisS. J.FehrW. R.SchneblyS. R. (2003). Seed source effect on field emergence of soybean lines with reduced phytate and raffinose saccharides. Crop Sci. 43, 1336–1339. 10.2135/cropsci2003.1336

[ref62] MurthyP. P. N. (1996). “Inositol phosphates and their metabolism in plants,” in Myo-Inositol Phosphates, Phosphoinositides, and Signal Transduction. eds. BiswasB. B.BiswasS. (Boston, MA: Springer US), 227–255.10.1007/978-1-4613-0343-5_88744267

[ref63] NagyR.GrobH.WederB.GreenP.KleinM.Frelet-BarrandA.. (2009). The *Arabidopsis* ATP-binding cassette protein AtMRP5/AtABCC5 is a high affinity inositol hexakisphosphate transporter involved in guard cell signaling and phytate storage. J. Biol. Chem.284, 33614–33622. 10.1074/jbc.M109.030247, PMID: 19797057PMC2785203

[ref64] NunesA. C.ViannaG. R.CuneoF.Amaya-FarfanJ.de CapdevilleG.RechE. L.. (2006). RNAi-mediated silencing of the *myo*-inositol-1-phosphate synthase gene (GmMIPS1) in transgenic soybean inhibited seed development and reduced phytate content. Planta224, 125–132. 10.1007/s00425-005-0201-0, PMID: 16395584

[ref65] ObendorfR. L. (1997). Oligosaccharides and galactosyl cyclitols in seed desiccation tolerance. Seed Sci. Res. 7, 63–74. 10.1017/S096025850000341X

[ref66] ObendorfR. L.ZimmermanA. D.ZhangQ. Y.CastilloA.KosinaS. M.BryantE. G.. (2009). Accumulation of soluble carbohydrates during seed development and maturation of low-raffinose, low-stachyose soybean. Crop Sci.49, 329–341. 10.2135/cropsci2008.06.0370

[ref67] OltmansS. E.FehrW. R.WelkeG. A.RaboyV.PetersonK. L. (2005). Agronomic and seed traits of soybean lines with low-phytate phosphorus. Crop Sci. 45, 593–598. 10.2135/cropsci2005.0593

[ref68] O’MalleyR. C.HuangS. C.SongL.LewseyM. G.BartlettA.NeryJ. R.. (2016). Cistrome and epicistrome features shape the regulatory DNA landscape. Cell165, 1280–1292. 10.1016/j.cell.2016.04.038, PMID: 27203113PMC4907330

[ref69] PandeyS.AssmannS. M. (2004). The *Arabidopsis* putative G protein-coupled receptor GCR1 interacts with the G protein alpha subunit GPA1 and regulates abscisic acid signaling. Plant Cell 16, 1616–1632. 10.1105/tpc.020321, PMID: 15155892PMC490050

[ref70] PanzeriD.CassaniE.DoriaE.TagliabueG.FortiL.CampionB.. (2011). A defective ABC transporter of the MRP family, responsible for the bean *lpa1* mutation, affects the regulation of the phytic acid pathway, reduces seed *myo*-inositol and alters ABA sensitivity. New Phytol.191, 70–83. 10.1111/j.1469-8137.2011.03666.x, PMID: 21395595

[ref71] PeterbauerT.PuschenreiterM.RichterA. (1998). Metabolism of galactosylononitol in seeds of *Vigna umbellata*. Plant Cell Physiol. 39, 334–341. 10.1093/oxfordjournals.pcp.a029374

[ref72] PeterbauerT.RichterA. (1998). Galactosylononitol and stachyose synthesis in seeds of adzuki bean. Plant Physiol. 117, 165–172. 10.1104/pp.117.1.165, PMID: 9576785PMC34999

[ref73] PiluR.PanzeriD.GavazziG.RasmussenS. K.ConsonniG.NielsenE. (2003). Phenotypic, genetic and molecular characterization of a maize low phytic acid mutant (*lpa241*). Theor. Appl. Genet. 107, 980–987. 10.1007/s00122-003-1316-y, PMID: 14523526

[ref74] RaboyV. (2007). “Seed phosphorous and the development of low-phytate crops,” in Inositol Phosphates: Linking Agriculture and the Environment. eds. RichardsonA. E.MullaneyE. J. (Oxfordshire, UK: CAB International), 111–132.

[ref75] RaboyV. (2009a). Approaches and challenges to engineering seed phytate and total phosphorus. Plant Sci. 177, 281–296. 10.1016/j.plantsci.2009.06.012

[ref76] RaboyV. (2009b). “Seed total phosphate and phytic acid,” in Molecular Genetic Approaches to Maize Improvement. eds. KrizA. L.LarkinsB. A. (Berlin, Heidelberg: Springer Berlin Heidelberg), 41–53.

[ref77] RaboyV. (2020). *Low phytic acid* crops: observations based on four decades of research. Plan. Theory 9:140. 10.3390/plants9020140, PMID: 31979164PMC7076677

[ref78] RaboyV.GerbasiP. F.YoungK. A.StonebergS. D.PickettS. G.BaumanA. T.. (2000). Origin and seed phenotype of maize low phytic acid 1-1 and low phytic acid 2-1. Plant Physiol.124, 355–368. 10.1104/pp.124.1.355, PMID: 10982449PMC59149

[ref79] RaboyV.PetersonK.JacksonC.MarshallJ. M.HuG.SaneokaH.. (2015). A substantial fraction of barley (*Hordeum vulgare* L.) low phytic acid mutations have little or no effect on yield across diverse production environments. Plan. Theory4, 225–239. 10.3390/plants4020225, PMID: 27135325PMC4844328

[ref80] RajjouL.DuvalM.GallardoK.CatusseJ.BallyJ.JobC.. (2012). Seed germination and vigor. Annu. Rev. Plant Biol.63, 507–533. 10.1146/annurev-arplant-042811-105550, PMID: 22136565

[ref81] RavindranV.BrydenW. L.KornegayE. T. (1995). Phytates: occurrence, bioavailability and implications in poultry nutrition. Poul. Avian Biol. Rev. 6, 125–143.

[ref82] RedekarN. R.BiyashevR. M.JensenR. V.HelmR. F.GrabauE. A.MaroofM. A. (2015). Genome-wide transcriptome analyses of developing seeds from low and normal phytic acid soybean lines. BMC Genomics 16:1074. 10.1186/s12864-015-2283-9, PMID: 26678836PMC4683714

[ref83] RedekarN. R.GloverN. M.BiyashevR. M.HaB.RaboyV.Saghai MaroofM. A. (2020). Genetic interactions regulating seed phytate and oligosaccharides in soybean (*Glycine max* L.). PLoS One 15:e0235120. 10.1371/journal.pone.0235120, PMID: 32584851PMC7316244

[ref84] RedekarN.PilotG.RaboyV.LiS.Saghai MaroofM. A. (2017). Inference of transcription regulatory network in low phytic acid soybean seeds. Front. Plant Sci. 8:2029. 10.3389/fpls.2017.02029, PMID: 29250090PMC5714895

[ref85] Saghai MaroofM. A.BussG. R. (2011). *Low phytic acid, low stachyose, high sucrose soybean lines*. U.S. patent No 12/033,830. Inventors; Virginia Tech Intellectual Properties Inc., Assignee.

[ref86] Saghai MaroofM. A.GloverN. M.BiyashevR. M.BussG. R.GrabauE. A. (2009). Genetic basis of the low-phytate trait in the soybean line CX1834. Crop Sci. 49, 69–76. 10.2135/cropsci2008.06.0362

[ref87] SchaferJ.StrimmerK. (2005). An empirical Bayes approach to inferring large-scale gene association networks. Bioinformatics 21, 754–764. 10.1093/bioinformatics/bti062, PMID: 15479708

[ref88] SchmutzJ.CannonS. B.SchlueterJ.MaJ.MitrosT.NelsonW.. (2010). Genome sequence of the palaeopolyploid soybean. Nature463, 178–183. 10.1038/nature0867020075913

[ref89] SchwarzG. (1978). Estimating the dimension of a model. Ann. Stat. 6, 461–464. 10.1214/aos/1176344136

[ref90] ScruccaL.FopM.MurphyT. B.RafteryA. E. (2016). Mclust 5: clustering, classification and density estimation using Gaussian finite mixture models. R J. 8, 289–317. 10.32614/RJ-2016-021, PMID: 27818791PMC5096736

[ref91] SegalE.ShapiraM.RegevA.Pe’erD.BotsteinD.KollerD.. (2003). Module networks: identifying regulatory modules and their condition-specific regulators from gene expression data. Nat. Genet.34, 166–176. 10.1038/ng1165, PMID: 12740579

[ref92] ShewryP. R.NapierJ. A.TathamA. S. (1995). Seed storage proteins: structures and biosynthesis. Plant Cell 7, 945–956. 10.1105/tpc.7.7.945, PMID: 7640527PMC160892

[ref93] ShiJ.WangH.SchellinK.LiB.FallerM.StoopJ. M.. (2007). Embryo-specific silencing of a transporter reduces phytic acid content of maize and soybean seeds. Nat. Biotechnol.25, 930–937. 10.1038/nbt1322, PMID: 17676037

[ref94] SlovinJ. P.BandurskiR. S.CohenJ. D. (1999). “Auxin,” in Biochemistry and Molecular Biology of Plant Hormones. eds. HooykaasP. J. J.HallM. A.LibbengaK. R. (Amsterdam, The Netherlands: Elsevier), 115–140.

[ref95] TanX.Calderon-VillalobosL. I.SharonM.ZhengC.RobinsonC. V.EstelleM.. (2007). Mechanism of auxin perception by the TIR1 ubiquitin ligase. Nature446, 640–645. 10.1038/nature05731, PMID: 17410169

[ref96] TheodorouM. E.PlaxtonW. C. (1993). Metabolic adaptations of plant respiration to nutritional phosphate deprivation. Plant Physiol. 101, 339–344. 10.1104/pp.101.2.339, PMID: 12231689PMC160576

[ref97] van DijkE. L.AugerH.JaszczyszynY.ThermesC. (2014). Ten years of next-generation sequencing technology. Trends Genet. 30, 418–426. 10.1016/j.tig.2014.07.00125108476

[ref98] VeljanovskiV.VanderbeldB.KnowlesV. L.SneddenW. A.PlaxtonW. C. (2006). Biochemical and molecular characterization of AtPAP26, a vacuolar purple acid phosphatase up-regulated in phosphate-deprived *Arabidopsis* suspension cells and seedlings. Plant Physiol. 142, 1282–1293. 10.1104/pp.106.087171, PMID: 16963519PMC1630754

[ref99] WalkerD. R.ScabooA. M.PantaloneV. R.WilcoxJ. R.BoermaH. R. (2006). Genetic mapping of loci associated with seed phytic acid content in CX1834-1-2 soybean. Crop Sci. 46, 390–397. 10.2135/cropsci2005.0245

[ref100] WeaverC. M.KannanS. (2001). “Phytate and mineral bioavailability,” in Food Phytates. eds. ReddyN. R.SatheS. K. (Boca Raton, FL: CRC Press), 211–223.

[ref101] WilcoxJ. R.PremachandraG. S.YoungK. A.RaboyV. (2000). Isolation of high seed inorganic P, low-phytate soybean mutants. Crop Sci. 40, 1601–1605. 10.2135/cropsci2000.4061601x

[ref102] WuY.DengZ.LaiJ.ZhangY.YangC.YinB.. (2009). Dual function of *Arabidopsis* ATAF1 in abiotic and biotic stress responses. Cell Res.19, 1279–1290. 10.1038/cr.2009.108, PMID: 19752887

[ref103] XuX. H.ZhaoH. J.LiuQ. L.FrankT.EngelK. H.AnG.. (2009). Mutations of the multi-drug resistance-associated protein ABC transporter gene 5 result in reduction of phytic acid in rice seeds. Theor. Appl. Genet.119, 75–83. 10.1007/s00122-009-1018-1, PMID: 19370321

[ref104] YamajiN.TakemotoY.MiyajiT.Mitani-UenoN.YoshidaK. T.MaJ. F. (2017). Reducing phosphorus accumulation in rice grains with an impaired transporter in the node. Nature 541, 92–95. 10.1038/nature20610, PMID: 28002408

[ref105] YanhuiC.XiaoyuanY.KunH.MeihuaL.JigangL.ZhaofengG.. (2006). The MYB transcription factor superfamily of *Arabidopsis*: expression analysis and phylogenetic comparison with the rice MYB family. Plant Mol. Biol.60, 107–124. 10.1007/s11103-005-2910-y, PMID: 16463103

[ref106] YuX.JinH.FuX.YangQ.YuanF. (2019). Quantitative proteomic analyses of two soybean low phytic acid mutants to identify the genes associated with seed field emergence. BMC Plant Biol. 19:569. 10.1186/s12870-019-2201-431856712PMC6921446

[ref107] YuanF.YuX.DongD.YangQ.FuX.ZhuS.. (2017). Whole genome-wide transcript profiling to identify differentially expressed genes associated with seed field emergence in two soybean low phytate mutants. BMC Plant Biol.17:16. 10.1186/s12870-016-0953-7, PMID: 28100173PMC5242038

How the deposited data were processed for this re-analysis (not part of the article)

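RNA was measured in seeds of 8 soybean lines at 3 stages of germination with 3 replicates each, 72 libraries in all. The Mips subset compares *1mlpa* with 1MWT, the Mips-MRP subset *3mlpa* with 3MWT, and the MRP subset *2mlpa* with 2MWT, 2MWT-L and 2MWT-N. The short names on the labels of the Mips libraries could also stand for the parents of the cross. These libraries were assigned to *1mlpa* and 1MWT by their MIPS1 genotype and because the description of the data set names these lines, and the counts were not used to settle it. If they came from the parents, the Mips subset would compare 2 cultivars. Each line is 1 genotype, so differences between sister lines other than the mutations are part of every comparison.

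The counts are raw counts of read pairs per gene, as deposited. Before the deposit the authors trimmed reads with Skewer, aligned them with STAR to Wm82.a2.v1 and counted, with featureCounts, read pairs with both ends mapped on the exons of 56044 genes, with the versions given in the Methods and the file headers. Strand was not used, and reads that map to several places or overlap several genes were not counted, so values of close paralogs and overlapping genes are uncertain. There are 2 count tables, 1 for the MRP subset and 1 for the other 2 subsets, and 0 columns were left unused.

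The total counted per library was 28412327 at the median of 71 libraries. Replicate 1 of 2MWT-N at stage 2, with 12679 counts, was kept, so a gene of this group rests on 2 libraries, and results without it are among the alternatives. Where all libraries of a group had at most 3 counts, a fold change is given as a lower bound.

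Counts were analysed in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1), by TMM normalization and quasi-likelihood tests in 1 fit per subset with a group for each line and stage and no block. Genes with a mean TMM-normalized count over 10 in the libraries of the fit were tested, and p values were adjusted by the Benjamini-Hochberg method. As in the paper, a DEG had an FDR under 0.01 and an absolute log2 fold change over 1, and a DEG of the MRP subset was called in the comparisons with all 3 normal lines. That these calls be made at the same stage was required here, and the paper does not state it. Standard errors were taken as the log2 fold change divided by the square root of the F statistic. Differences of an effect between stages, and between the Mips and Mips-MRP subsets, were tested as interaction contrasts, the latter in 1 fit of 36 libraries. Overlaps of lists were compared with two-sided Fisher's exact tests, in which genes count as independent.

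DEGs were clustered with mclust 6.1.1, with up to 9 clusters, on mean expression per line and stage after the variance-stabilizing transformation of DESeq2 1.42.0. The DEGs within 5 Mb of each mutated gene were compared with 10000 rotations of the DEG labels along the chromosomes. Genes are named where the paper names them by identifier, where they carry the mutations, and where they have the highest or lowest mean log2 fold change among the DEGs at all 3 stages of a subset. The regulators of Supplementary Table S3, the targets in the MRP sheet of Supplementary Table S4, the genes of Tables 2 and 4 and of Figure 5, and the PAP17 and GDPD1 genes were also adjusted as lists. Of the 5 Table 2 genes of the Mips subset 3 were DEGs, and 4 when adjusted over the list alone, and of its 2 genes of the Mips-MRP subset 2 were DEGs either way.

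The alternatives were DESeq2 with the same thresholds, RLE and upper-quartile factors, no filter or filterByExpr, an FDR under 0.05, no fold-change criterion or a test against a log2 fold change of 1 (glmTreat), the replicate number as a block, each comparison on its own 6 libraries, the Mips and Mips-MRP libraries in 1 fit, other definitions of a DEG of the MRP subset, and each library left out in turn. The procedure was tested on simulated data with 200 changed genes and the same spread of a gene at all stages. Other splits of the libraries were tried, all 10 for 3 libraries against 3 at 1 stage and 40 draws otherwise. After the first 10 draws the split of each stage and subset was picked at random. Such a draw could therefore keep the real groups at some stages.

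Gene ontology enrichments, numbers of TF genes, network inference, and the truncated sheets of the supplementary tables were not analysed here. No annotation that links the gene identifiers to ontology terms or TF families was used here.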

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

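Of the tests in this part, those with RLE factors and the splits of the libraries were chosen after the result was seen.

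The effect of the line differed between stages 1 and 2 for 197 genes of the Mips subset, 518 of the MRP subset and 6 of the Mips-MRP subset, and between stages 1 and 3 for 796, 270 and 353 genes, by interaction contrasts at an FDR under 0.01. Library depth was tested by thinning every library except the near-empty one to the same total, 20295984 counts. The numbers were then 149, 462 and 13 between stages 1 and 2, and 721, 235 and 370 between stages 1 and 3. With RLE factors they were 202, 594 and 9, and 774, 239 and 422. Both argue against depth and scaling as the whole cause in the Mips and Mips-MRP subsets. In MRP the RLE factors rest on genes counted in the near-empty library as well. There the thinning argues against depth, and the test of scaling does not decide. In 40 draws of other splits, the real one included, 1, 1 and 1 gave as many genes between stages 1 and 2, and 1, 1 and 1 between stages 1 and 3.

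Single libraries moved these numbers in each subset. When 1 library was left out, those between stages 1 and 2 ranged from 70 to 595 in the Mips subset and from 144 to 1081 in MRP. Those between stages 1 and 3 ranged from 325 to 1514 in Mips and from 26 to 719 in MRP. In the Mips-MRP subset the numbers were 1052 and 2926 without replicate 2 of *3mlpa* at stage 1. Without replicate 1 of that group they were 1 and 144. Seeds at stage 3 were taken at radicle emergence, so a difference in the time of germination stays open as a biological explanation beside line differences other than the mutations.

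The effect of the line differed between the Mips and Mips-MRP subsets for 1679, 152 and 84 of 31615 genes at stages 1 to 3. After thinning they numbered 1511, 144 and 86, and with RLE factors 1842, 165 and 86, which argues against depth and scaling. As many genes came from 2 of 40 splits at stage 1, 1 at stage 2 and 1 at stage 3. At stage 1 the other of the 2 gave 1796 genes. It could keep the real groups of this stage in a subset. It thus does not decide whether the number at stage 1 arises from differences between single libraries. Without replicate 2 of *3mlpa* at stage 1 the number was 3265, and without replicate 1 it was 972. The subsets come from different crosses, so the mutations cannot be separated from the parents.

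Of 249 such tests of named genes, 16, in 13 genes, had an FDR under 0.01. Of these, 12 were in 9 genes of Figure 5 that are not described one by one, with differences of 1.30 to 3.39 in size on the log2 scale and a lowest adjusted p of 2.06e-06. The other 4 were in genes described in the text. Glyma.19G169000 differed at stage 1 by -1.34 on the log2 scale (standard error 0.31, adjusted p = 0.00461), with -0.89 in *1mlpa* (3 of 3 replicates below the mean of 1MWT) and 0.49 in *3mlpa* (3 of 3 above that of 3MWT). Glyma.13G363300 differed at stage 1 by 1.65 on the log2 scale (standard error 0.43, adjusted p = 0.00978), with 0.60 in *1mlpa* (3 of 3 higher) and -1.02 in *3mlpa* (3 of 3 lower). Glyma.01G016700 differed at stage 3 by 2.24 on the log2 scale (standard error 0.42, adjusted p = 0.00376), with 1.31 in *1mlpa* (3 of 3 higher). Glyma.15G140700 had an adjusted p of 5.49e-05 at stage 1, where it had 0 counts in *3mlpa* and 593 to 1382 in 3MWT, so no size of the difference is given. Reads of close paralogs were not counted, and no biological explanation was tested.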

How the results depend on the processing

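Most alternatives were set before the data were examined, and those without the near-empty library, those of the differences between stages and subsets, and 11 of the DESeq2 combinations were added after the data were seen, as were the tests on other splits. A count is said to have changed when it moved by more than 1.5 times, and a share of DEGs near a locus when its p value, adjusted over 9 shares, crossed 0.05. For each count given below as changed, the cause was not tested. Stricter or looser thresholds and fewer libraries change the number of calls by their construction.

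With filterByExpr, RLE factors, upper-quartile factors or no fold-change cutoff, 33, 36, 19 and 24 numbers stayed within 1.5 times of the values given in the text. Upper-quartile factors could not be fitted to the MRP subset with the near-empty library, whose upper quartile is 0, nor to the shared and unique genes. Up to 20 clusters also left the numbers of modules within this range. With windows of 1 and 10 Mb around the loci, or with DEGs at all 3 stages, no share crossed the threshold, but the unadjusted p for MIPS1 in the Mips subset went from 0.0238 to 0.0274, 0.0440 and 0.0908, and that for MRP-L in the MRP subset from 0.605 to 0.0955, 0.570 and 0.196.

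At an FDR under 0.05, a looser threshold that lengthens every list, 5 of 30 numbers stayed within 1.5 times. The others were Mips (6734), Mips at stage 1 (4073), Mips at stage 2 (2084), Mips at stage 3 (2373), Mips at all 3 stages (279), MRP (646), MRP at stage 1 (351), MRP at stage 2 (261), MRP at stage 3 (129), MRP at stage 1 only (293), Mips-MRP (4813), Mips-MRP at stage 1 (3089), Mips-MRP at stage 2 (520), Mips-MRP at stage 3 (2022), Mips-MRP at stage 1 only (2543), Mips-MRP at all 3 stages (146), genes shared by the 3 lists (131), genes shared by Mips and Mips-MRP only (1820), genes on the MRP list only (292), genes on the Mips-MRP list only (2786), the ratio of Mips-only to MRP-only DEGs (15.9), 2MWT and 2MWT-L (1533), 2MWT and 2MWT-N (1354), 2MWT-L and 2MWT-N (1788) and DEGs among the Supplementary Table S3 regulators of Mips-MRP (98).

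Tested against a log2 fold change of 1, a stricter criterion, 1 of 24 stayed. The others were Mips (453), Mips at stage 1 (269), Mips at stage 2 (53), Mips at stage 3 (170), Mips at stage 1 only (240), Mips at all 3 stages (7), MRP (29), MRP at stage 1 (18), MRP at stage 2 (20), MRP at stage 3 (19), MRP at stage 1 only (4), Mips-MRP (469), Mips-MRP at stage 1 (133), Mips-MRP at stage 2 (68), Mips-MRP at stage 3 (370), Mips-MRP at stage 1 only (82), Mips-MRP at all 3 stages (34), genes shared by the 3 lists (3), genes shared by Mips and Mips-MRP only (125), genes on the Mips list only (325), genes on the MRP list only (19), genes on the Mips-MRP list only (334) and the ratio of Mips-only to MRP-only DEGs (17.1).

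With each comparison fitted on its own 6 libraries, 6 of 27 stayed, and the stage with the most DEGs was another one in all 3 subsets. The others were Mips at stage 1 (618), Mips at stage 2 (686), Mips at stage 3 (2480), Mips at stage 1 only (376), Mips at all 3 stages (71), MRP (413), MRP at stage 1 (46), MRP at stage 2 (399), MRP at stage 3 (13), MRP at stage 1 only (14), MRP at all 3 stages (8), Mips-MRP at stage 1 (15), Mips-MRP at stage 2 (1421), Mips-MRP at stage 3 (1970), Mips-MRP at stage 1 only (1), Mips-MRP at all 3 stages (14), genes shared by the 3 lists (89), genes on the Mips list only (2027), the ratio of Mips-only to MRP-only DEGs (10.8), 2MWT and 2MWT-L (136) and 2MWT and 2MWT-N (290).

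By DESeq2, 28 of 42 stayed. The others were Mips at stage 2 (1846), Mips-MRP (4525), Mips-MRP at stage 1 (2698), Mips-MRP at stage 2 (697), Mips-MRP at stage 3 (1954), Mips-MRP at stage 1 only (2181), Mips-MRP at all 3 stages (153), genes shared by the 3 lists (48), genes shared by Mips and Mips-MRP only (1731), genes on the MRP list only (80), genes on the Mips-MRP list only (2716), the ratio of Mips-only to MRP-only DEGs (50.2), the modules of MRP (3) and DEGs among the Supplementary Table S3 regulators of Mips-MRP (107).

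By DESeq2 without the near-empty library, 5 of 17 stayed. The others were MRP (472), MRP at stage 1 (226), MRP at stage 2 (217), MRP at stage 3 (112), MRP at stage 1 only (179), genes shared by the 3 lists (83), genes shared by Mips and Mips-MRP only (1696), genes on the MRP list only (225), genes on the Mips-MRP list only (2685), 2MWT and 2MWT-L (1006), 2MWT and 2MWT-N (858) and 2MWT-L and 2MWT-N (1105).

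Of the definitions for the MRP subset, *2mlpa* against 2MWT-L alone gave MRP (4108), MRP at stage 1 (2230), MRP at stage 2 (1956), MRP at stage 3 (663), MRP at stage 1 only (1735) and MRP at all 3 stages (114).

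Against 2MWT-N alone the values were MRP (900), MRP at stage 1 (712), MRP at stage 2 (219), MRP at stage 3 (158), MRP at stage 1 only (597) and MRP at all 3 stages (58).

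Against 2MWT alone they were MRP (1474), MRP at stage 1 (684), MRP at stage 2 (388), MRP at stage 3 (622), MRP at stage 1 only (552), MRP at all 3 stages (50), genes shared by the 3 lists (85), genes on the MRP list only (1013) and the ratio of Mips-only to MRP-only DEGs (3.11).

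Against the mean of the 3 normal lines, 1 contrast in place of 3 calls, they were MRP (2643), MRP at stage 1 (1384), MRP at stage 2 (1093), MRP at stage 3 (643), MRP at stage 1 only (1100), MRP at all 3 stages (97), genes shared by the 3 lists (242), genes on the MRP list only (1688) and the ratio of Mips-only to MRP-only DEGs (1.71).

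With the Mips and Mips-MRP libraries in 1 fit, 14 of 22 stayed. The others were Mips-MRP (3757), Mips-MRP at stage 1 (2243), Mips-MRP at stage 2 (450), Mips-MRP at stage 1 only (1846), genes on the Mips-MRP list only (2472), the Mips difference between stages 1 and 2 (113), the Mips-MRP difference between stages 1 and 2 (227) and the Mips-MRP difference between stages 1 and 3 (1289).

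Without a filter, 32 of 36 stayed. The others were MRP at stage 3 (89), genes shared by the 3 lists (50), 2MWT and 2MWT-L (753) and the Mips-MRP difference between stages 1 and 2 (26).

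With values scaled per gene each clustering gave 1 module, that is the modules of Mips (1), the modules of MRP (1) and the modules of Mips-MRP (1). Scaled values of a gene follow from each other, which leaves no proper covariance to fit, so this does not bear on the number of modules.

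DESeq2 was also run on the MRP subset in further ways, chosen after the values were seen. They gave 550 in 1 fit of the subset with calls at any stage and without the near-empty library, 137 per pair of lines with calls at the same stage, 431 per pair of lines with calls at the same stage and without the near-empty library, 495 per pair of lines with calls at any stage and without the near-empty library, 364 per pair of lines and stage with calls at any stage, 613 per pair of lines and stage with calls at the same stage and without the near-empty library and 728 per pair of lines and stage with calls at any stage and without the near-empty library.

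With the replicate number as a block, 26 of 36 numbers stayed. The others were Mips-MRP (570), Mips-MRP at stage 1 (161), Mips-MRP at stage 2 (49), Mips-MRP at stage 3 (457), Mips-MRP at stage 1 only (105), Mips-MRP at all 3 stages (29), genes shared by Mips and Mips-MRP only (343), genes on the Mips-MRP list only (197), the Mips-MRP difference between stages 1 and 2 (0, with 4368 genes at an unadjusted p under 0.05) and the Mips-MRP difference between stages 1 and 3 (5). Of 72 pairs of libraries with the same number, 18 had deviations correlated above 0.1, with a median of 0.0202 (from -0.314 to 0.489), so over all stages the numbers do not pair the samples. At stage 3 of the MRP subset the 3 pairs of 2MWT with *2mlpa* had correlations of 0.280, 0.155 and 0.323 and those of 2MWT with 2MWT-N 0.489, 0.121 and 0.297, so a pairing there stays open. The block gave 79 MRP DEGs at this stage, against 55.

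Leaving out 1 library at a time gave ranges, with the library left out in parentheses. In the Mips subset, over 18 fits, they were Mips from 3388 (1MWT stage 3 replicate 2) to 5380 (1MWT stage 1 replicate 1), Mips at stage 1 from 2052 (1mlpa stage 1 replicate 1) to 3190 (1MWT stage 1 replicate 1), Mips at stage 2 from 483 (1mlpa stage 2 replicate 3) to 1565 (1MWT stage 1 replicate 1), Mips at stage 3 from 705 (1MWT stage 3 replicate 2) to 1856 (1MWT stage 1 replicate 1), Mips at stage 1 only from 1506 (1mlpa stage 1 replicate 1) to 2422 (1MWT stage 1 replicate 1) and Mips at all 3 stages from 90 (1MWT stage 3 replicate 2) to 183 (1MWT stage 1 replicate 1).

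In the MRP subset, over 36 fits, they were MRP from 157 (2mlpa stage 1 replicate 2) to 601 (2mlpa stage 1 replicate 3), MRP at stage 1 from 46 (2mlpa stage 1 replicate 1) to 491 (2mlpa stage 1 replicate 3), MRP at stage 2 from 26 (2MWT-N stage 2 replicate 2) to 132 (2MWT stage 3 replicate 3), MRP at stage 3 from 29 (2mlpa stage 3 replicate 3) to 113 (2mlpa stage 3 replicate 1), MRP at stage 1 only from 17 (2mlpa stage 1 replicate 1) to 454 (2mlpa stage 1 replicate 3) and MRP at all 3 stages from 12 (2MWT-N stage 2 replicate 2) to 16 (2MWT stage 3 replicate 3).

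Over 18 fits of the Mips-MRP subset they were Mips-MRP from 1463 (3MWT stage 3 replicate 2) to 5345 (3mlpa stage 1 replicate 2), Mips-MRP at stage 1 from 393 (3mlpa stage 1 replicate 1) to 3975 (3mlpa stage 1 replicate 2), Mips-MRP at stage 2 from 110 (3mlpa stage 2 replicate 2) to 390 (3mlpa stage 1 replicate 2), Mips-MRP at stage 3 from 580 (3MWT stage 3 replicate 2) to 1663 (3MWT stage 1 replicate 2), Mips-MRP at stage 1 only from 255 (3mlpa stage 1 replicate 1) to 3538 (3mlpa stage 1 replicate 2) and Mips-MRP at all 3 stages from 52 (3MWT stage 2 replicate 2) to 110 (3mlpa stage 1 replicate 2).

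For shared and unique genes, over 72 fits, they were genes shared by the 3 lists from 18 (2MWT-N stage 2 replicate 2) to 41 (2mlpa stage 1 replicate 3), genes shared by Mips and Mips-MRP only from 586 (3MWT stage 3 replicate 2) to 1349 (3mlpa stage 1 replicate 2), genes on the Mips list only from 2607 (1MWT stage 3 replicate 2) to 4287 (1MWT stage 1 replicate 1), genes on the MRP list only from 82 (2mlpa stage 1 replicate 1) to 410 (2mlpa stage 1 replicate 3), genes on the Mips-MRP list only from 717 (3mlpa stage 1 replicate 1) to 3917 (3mlpa stage 1 replicate 2) and the ratio of Mips-only to MRP-only DEGs from 8.07 (2mlpa stage 1 replicate 3) to 41.3 (2mlpa stage 1 replicate 1).

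Between normal lines, over 36 fits, they were 2MWT and 2MWT-L from 218 (2MWT-L stage 3 replicate 2) to 753 (2MWT stage 3 replicate 1), 2MWT and 2MWT-N from 272 (2MWT stage 1 replicate 1) to 864 (2MWT stage 1 replicate 2) and 2MWT-L and 2MWT-N from 346 (2MWT-N stage 1 replicate 1) to 798 (2MWT stage 1 replicate 2).

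For tests of a difference they were the Mips difference between stages 1 and 2 from 70 (1mlpa stage 2 replicate 3) to 595 (1MWT stage 1 replicate 1), the Mips difference between stages 1 and 3 from 325 (1MWT stage 3 replicate 2) to 1514 (1MWT stage 1 replicate 1), the MRP difference between stages 1 and 2 from 144 (2mlpa stage 2 replicate 1) to 1081 (2mlpa stage 1 replicate 3), the MRP difference between stages 1 and 3 from 26 (2mlpa stage 3 replicate 3) to 719 (2mlpa stage 1 replicate 3), the Mips-MRP difference between stages 1 and 2 from 1 (3mlpa stage 1 replicate 1) to 1052 (3mlpa stage 1 replicate 2), the Mips-MRP difference between stages 1 and 3 from 144 (3mlpa stage 1 replicate 1) to 2926 (3mlpa stage 1 replicate 2), the difference between subsets at stage 1 from 972 (3mlpa stage 1 replicate 1) to 3265 (3mlpa stage 1 replicate 2), the difference between subsets at stage 2 from 98 (1mlpa stage 2 replicate 3) to 215 (3MWT stage 1 replicate 2) and the difference between subsets at stage 3 from 52 (1mlpa stage 3 replicate 1) to 126 (3MWT stage 1 replicate 2).

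Clustering the MRP genes without the near-empty library, tried after the data were seen, gave 2 modules. 

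The genes named for a subset are those the paper names, those that carry the mutations and 2 extremes. The extremes have the highest and lowest mean log2 fold change among its DEGs at all 3 stages. They were chosen as DEGs, which adds to the calls counted here. Over all these genes, 96, 87 and 55 calls were made in the Mips, MRP and Mips-MRP subsets. DESeq2 lost 1, 4 and 0 of them and added 28, 3 and 37, the replicate block lost 4, 1 and 36 and added 19, 2 and 0, and RLE factors lost 1, 2 and 0 and added 2, 2 and 4. With each comparison on its own 6 libraries, 24, 5 and 19 of 93, 87 and 55 calls of genes tested in both ways were lost and 9, 9 and 18 added. Fits that each left out 1 library lost from 2 to 22 of the 96 calls, from 0 to 12 of the 87 and from 1 to 17 of the 55, and added from 0 to 9, 0 to 4 and 0 to 19. The fit without the near-empty library lost 3 of the 87 and added 0. None of the calls changed direction. RLE factors put the median log2 fold change of all genes against 2MWT-L at stage 2 at -0.28, and TMM put it at -0.061. In this subset RLE factors rest on genes counted in the near-empty library as well. Comparisons with 2MWT-N at stage 2 rest on 2 libraries of usual depth, which limits the calls of the MRP subset at that stage.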

Differences from the paper's values

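The DEGs of the MRP subset numbered 237 against the paper's 430. Of the alternatives set before the data were examined, no filter (340), no fold-change cutoff (301) and each comparison on its own 6 libraries (413) came within 1.5 times of the paper's number, as did the fits without replicate 3 of 2MWT at stage 3 (298), replicate 3 of *2mlpa* at stage 1 (601) and replicate 1 of *2mlpa* at stage 3 (299). DESeq2 (197), the replicate block, filterByExpr (230), RLE factors (231), an FDR under 0.05 (646), glmTreat (29), the same direction in all 3 comparisons (237), the single comparisons (1474, 4108 and 900), the mean of the normal lines (2643) and the other fits without 1 library did not. DESeq2 was run in 12 combinations of libraries and definitions, 11 of them chosen after the values were seen, and 6 came within 1.5 times, 1 of the 6 with the near-empty library (364) and 5 of the 6 without it (472, 550, 431, 495 and 613).

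The DEGs of the Mips-MRP subset numbered 2250 against the paper's 4512. By DESeq2 they numbered 4525, at an FDR under 0.05 4813, with the Mips and Mips-MRP libraries in 1 fit 3757 and without replicate 2 of *3mlpa* at stage 1 5345, all within 1.5 times of the paper's number. The replicate block (570), filterByExpr (2238), no filter (2551), no fold-change cutoff (2413), each comparison on its own 6 libraries (2952), RLE factors (2345), glmTreat (469), upper-quartile factors (2291) and the other fits without 1 library did not come within it.

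The 3 lists shared 26 DEGs against the paper's 85. Each comparison on its own 6 libraries (89) and *2mlpa* against 2MWT alone (85) reached it, and so did DESeq2 without the near-empty library (83), chosen after the values were seen. DESeq2 (48), the replicate block (21), filterByExpr (25), an FDR under 0.05 (131), the Mips and Mips-MRP libraries in 1 fit (34), no filter (50), no fold-change cutoff (31), RLE factors (26), glmTreat (3), the mean of the normal lines (242) and the fits without 1 library did not.

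The DEGs shared by the Mips and Mips-MRP subsets only numbered 887 against the paper's 1692. DESeq2 (1731), an FDR under 0.05 (1820), the libraries of both subsets in 1 fit (1220) and the fit without replicate 2 of *3mlpa* at stage 1 (1349) came within 1.5 times of it, as did DESeq2 without the near-empty library (1696), chosen after the values were seen. The replicate block (343), filterByExpr (889), no filter (1077), no fold-change cutoff (1041), each comparison on its own 6 libraries (1088), RLE factors (934), glmTreat (125), *2mlpa* against 2MWT alone (828) or against the mean of the normal lines (671) and the other fits without 1 library did not.

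DEGs unique to the subset numbered 131 in MRP against the paper's 197. The replicate block (158), an FDR under 0.05 (292), the Mips and Mips-MRP libraries in 1 fit (134), no filter (174), no fold-change cutoff (156), each comparison on its own 6 libraries (187) and some of the fits without 1 library came within 1.5 times of it, as did DESeq2 without the near-empty library (225), chosen after the values were seen. DESeq2 (80), filterByExpr (126), RLE factors (129), glmTreat (19), *2mlpa* against 2MWT alone (1013) or against the mean of the normal lines (1688) and the other fits did not.

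Of the 32 changes that Tables 2 and 3 list for these genes, 14 were calls by edgeR and 24 by DESeq2. By DESeq2 and not by edgeR were called Glyma.09G206100 and Glyma.18G038800 in *1mlpa* at stage 1, Glyma.01G216000 and Glyma.06G114000 in *1mlpa* at stage 2, Glyma.11G238800 in *1mlpa* at stage 3, Glyma.02G080200 and Glyma.08G298200 in *3mlpa* at stage 1, Glyma.01G216000 and Glyma.16G167500 in *3mlpa* at stage 2 and Glyma.16G167500 in *3mlpa* at stage 3. With each comparison on its own 6 libraries edgeR also called those of Glyma.11G238800, of Glyma.01G216000 and of Glyma.16G167500. With the replicate block it called Glyma.11G238800, Glyma.01G216000 and Glyma.06G114000 in *1mlpa*, and with RLE factors Glyma.09G206100 and Glyma.02G080200. Some fits without 1 library called these too, except for those of Glyma.01G216000 and Glyma.16G167500 in *3mlpa*. Of the 8 called by neither, those of Glyma.18G038800 in *3mlpa* and Glyma.01G216000 in *2mlpa*, at stage 2, were called with each comparison on its own 6 libraries.

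The paper states that Glyma.05G032200 and Glyma.07G060400 were higher in *2mlpa* at all stages. By edgeR Glyma.05G032200 was a DEG at stage 1 and not at stages 2 and 3, with log2 fold changes from 0.04 to 0.36 there, and Glyma.07G060400 was called at stage 2 against 2MWT and 2MWT-L, with log2 fold changes from -0.15 to 0.84 at stages 1 and 3. It was also called against 2MWT-N at stage 2 with each comparison on its own 6 libraries, and by DESeq2 without the near-empty library, chosen after the values were seen. Figure 5 draws 13 genes as decreased in both subsets, of which 5 had lower expression at all stages in both, and 40 as increased, of which 21 had higher expression at all stages in both.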

Other observations

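Of the tests in this part, those of a mislabelled sample, of library size and of the number of DEGs after removal of the length trend or of abundant genes for replicate 2 of *3mlpa* at stage 1, of the near-empty library, of the definition behind the ratio, of MIPS1 in the Mips-MRP subset and of the normal lines, and all splits of the libraries, were chosen after the result was seen.

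Genes inherited together with a selected locus could be DEGs for that reason. Within 5 Mb of MIPS1, 62 of 341 tested genes were DEGs of the Mips subset (18.2% against 13.6% elsewhere), as many as in a share of 0.0238 of the rotations, and 36 of 336 of the Mips-MRP subset (10.7% against 7.15%), a share of 0.0154. Adjusted over the 9 windows tested both were 0.107, past no threshold. Unadjusted, the shares of the Mips and Mips-MRP subsets around MIPS1 were 0.0289 and 0.16 with the DEGs of DESeq2. With DEGs at all 3 stages they were 0.0908 and 0.196. With windows of 1 and 10 Mb those of Mips-MRP were 0.0254 and 0.0331. Around MRP-L the shares were 0.605 in the MRP subset and 0.269 in the Mips-MRP subset. For the single comparisons of *2mlpa* they were 0.686 against 2MWT, 0.102 against 2MWT-L and 0.0343 against 2MWT-N. Between normal lines they were 0.0399 for 2MWT and 2MWT-L, 0.0238 for 2MWT and 2MWT-N and 0.156 for 2MWT-L and 2MWT-N. The shares of single comparisons were not adjusted, and linkage to MRP-L may account for part of the DEGs near it in some of them. Linkage to MIPS1 may account for part of the DEGs near it, and 5.75% of the Mips DEGs lay in the 3 windows. Between normal lines of the MRP subset, at most 9.78% of the DEGs of a pair lay within 5 Mb of MRP-L or MRP-N, so linkage to these loci does not account for most of them.

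A candidate explanation for the DEGs at stage 3 is that germination of the *lpa* line lagged. The log2 fold changes correlated with the change from stage 2 to 3 in a normal line of another subset at -0.218 in the Mips subset, where 1 of 10 splits gave a correlation as strong, at -0.00223 in the MRP subset and at -0.256 in the Mips-MRP subset, where 3 of 10 did. Of the DEGs higher in the *lpa* line, 70.5%, 68% and 82% fall from stage 2 to 3 in the normal line in the Mips, MRP and Mips-MRP subsets, against 48%, 49.7% and 49.7% of tested genes. Of those lower, 61.9%, 40.4% and 57% rise. In the MRP subset, where *2mlpa* was here contrasted with the mean of the 3 normal lines, the higher DEGs thus go with a lag and the lower ones do not, no splits were run, and a lag at stage 3 cannot be told apart from other differences there. In the Mips-MRP subset it cannot be told apart from differences between libraries with 10 splits. At stage 2, with the change from stage 1 to 2, the correlations were -0.129 (5 of 10 splits as strong), -0.354 (no splits run) and -0.272 (3 of 10) in the Mips, MRP and Mips-MRP subsets. Of the higher DEGs 74%, 79.7% and 61.5% fell, against 41%, 43.1% and 42.9% of tested genes, and of the lower ones 73.9%, 88.4% and 72% rose, so a lag at stage 2 stays open in all 3 subsets.

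The paper's number of modules may reflect the largest number tried, since up to 20 clusters gave 12 modules in the Mips subset. With the DEGs of DESeq2, the tool of the paper, and at most 9 clusters, 8 were chosen for Mips and 9 for Mips-MRP. The Mips number stayed below the largest one tried and goes against this explanation, so the question stays open.

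Without replicate 2 of *3mlpa* at stage 1, the DEGs of the Mips-MRP subset at stage 1 numbered 3975. The library held 5 of 5 genes of *3mlpa* and 0 of 7 of 3MWT, which argues against a mislabelled sample, and its total of 22677475 lies between those of the other 2 libraries. Without the 10 genes with the most counts its highest rank correlation was 0.964, with a library of 3MWT, and after removal of the trend with gene length 0.958, again with 3MWT. Its difference from the other 2 libraries correlated with log gene length at 0.365, the largest of the 6 libraries of this stage. With all libraries, the DEGs at stage 1 numbered 1252 without the genes with the most counts and 1594 with the length trend of each library taken out, against 1238. With that trend taken out, leaving out the library still raised the number, to 4155. A few abundant genes are thus not the cause and gene length not the whole cause, though it may account for part. The difference of the library from the other 2 also correlated with the change from stage 1 to stage 2 in 1MWT at 0.289, just under the 0.3 set for it, and whether its seeds had progressed further cannot be told apart from other differences. The seeds it was made from remain an open biological explanation. Among the 6 libraries of this stage, replicate 2 of 3MWT had the fewest genes with a count, 24686 against 30571 to 34527. Its highest correlation with another of them was the lowest, at 0.905.

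Without replicate 1 of 2MWT-N at stage 2, edgeR gave 211 DEGs of the MRP subset and DESeq2 472. The near-empty library thus may account for the low number under DESeq2, and not for that under edgeR. No biological explanation was tested.

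The ratio of Mips-only to MRP-only DEGs was 25.7, and 1.71 with *2mlpa* against the mean of the 3 normal lines. Against 2MWT alone it was 3.11. The call required in each of 3 comparisons may account for part of it, and single libraries and the tool move it too.

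Other splits of the libraries were compared with the real one, which is counted among them. For 27 numbers 1 of 40 splits, the real one, gave a count as large. For the 6 numbers of DEGs at 1 stage in the Mips and Mips-MRP subsets, 1 of 10 did, which cannot fall under 0.05. For DEGs at stage 1 only in the Mips-MRP subset 4 of 40 did, the highest other with 1039. Some draws could keep the real groups at stage 1, so the count of 4 does not decide what that number arises from. At stage 1 the split with replicates 1 and 3 of *3mlpa* and replicate 2 of 3MWT on 1 side gave 1010 DEGs against 1238. That split mixes the lines, so the number may still arise from differences between single libraries.

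Labels of lines were checked with genes present in 1 line and at the floor in another. Of 53 checks in the MRP subset 53 had more of the line's own genes, and of 18 in the Mips-MRP subset 17. The Mips subset had 0 such genes, so the labels of *1mlpa* and 1MWT were not checked in this way. Of 72 libraries 11 correlated more closely with a library of another group.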
